# Nutrient sensitive protein *O*-GlcNAcylation modulates the transcriptome through epigenetic mechanisms during embryonic neurogenesis

**DOI:** 10.26508/lsa.202201385

**Published:** 2022-04-25

**Authors:** Shama Parween, Thilina T Alawathugoda, Ashok D Prabakaran, S Thameem Dheen, Randall H Morse, Bright Starling Emerald, Suraiya A Ansari

## Abstract

Protein *O*-GlcNAcylation is a dynamic, nutrient-sensitive mono-glycosylation deposited on numerous nucleo-cytoplasmic and mitochondrial proteins, including transcription factors, epigenetic regulators, and histones. However, the role of protein *O*-GlcNAcylation on epigenome regulation in response to nutrient perturbations during development is not well understood. Herein we recapitulated early human embryonic neurogenesis in cell culture and found that pharmacological up-regulation of *O*-GlcNAc levels during human embryonic stem cells’ neuronal differentiation leads to up-regulation of key neurogenic transcription factor genes. This transcriptional de-repression is associated with reduced H3K27me3 and increased H3K4me3 levels on the promoters of these genes, perturbing promoter bivalency possibly through increased EZH2-Thr311 phosphorylation. Elevated *O*-GlcNAc levels also lead to increased Pol II-Ser5 phosphorylation and affect H2BS112*O*-GlcNAc and H2BK120Ub1 on promoters. Using an in vivo rat model of maternal hyperglycemia, we show similarly elevated *O*-GlcNAc levels and epigenetic dysregulations in the developing embryo brains because of hyperglycemia, whereas pharmacological inhibition of *O*-GlcNAc transferase (OGT) restored these molecular changes. Together, our results demonstrate *O*-GlcNAc mediated sensitivity of chromatin to nutrient status, and indicate how metabolic perturbations could affect gene expression during neurodevelopment.

## Abstract (precis)

Maternal hyperglycemia and elevated O-GlcNAc levels perturb promoter bivalency and lead to transcriptional up-regulation of neurogenic transcription factors during embryonic neurogenesis.

## Introduction

Cellular metabolism could play significant roles in gene expression regulation through epigenetic mechanisms (Lu & Thompson, 2012; Xu et al, 2016; Sharma & Rando, 2017). The enzymes responsible for DNA or histone protein modifications such as histone acetyltransferases, histone methyltransferases and histone deacetylases (HDACs) use cellular metabolites as substrates or cofactors. Thus, nutrient abundance/scarcity and activation of specific metabolic pathways could alter the epigenome depending upon the nutrient status of the cell (Reid et al, 2017).

As epigenetic mechanisms play key roles in stem cell fate determination during development and later differentiation, the functions of cellular metabolites in epigenetic regulation of stem cell fate determination need to be thoroughly investigated. This could also help to uncover the pathological mechanisms associated with nutrient abundances, such as hyperglycemia/hyperlipidemia or metabolic reprogramming during tumorigenesis. Nutrient-sensing molecules on the cell surface and inside sense and signal nutrient abundance or scarcity to the cell so that the cellular metabolic pathways could adjust the production or utilization of metabolites accordingly (Efeyan et al, 2015). As mentioned above, nutrient abundance or scarcity is also perceived by chromatin through different DNA or histone-modifying enzymes. One such nutrient-sensing pathway is the hexosamine biosynthesis pathway which sits at the centre of all major metabolic pathways including glucose, fatty acid, amino acid, and nucleotide metabolisms and uses substrates from these pathways leading to the production of uridine diphosphate N-acetylglucosamine (UDP-GlcNAc) (Love & Hanover, 2005; Hanover et al, 2010). UDP-GlcNAc is used as the substrate for *O*-GlcNAc modification of serine/threonine amino acids on diverse cellular, nuclear and mitochondrial proteins (Love & Hanover, 2005). A pair of enzymes, *O*-GlcNAc transferase (OGT) and *O*-GlcNAcase (OGA), are responsible for adding and removing the *O*-GlcNAc moiety from proteins. Intriguingly, metabolites such as acetyl-coA, S-adenosyl methionine or α-ketoglutarate, which are used by histone acetyltransferases, histone methyltransferases, or HDACs, respectively, are primarily used in either energy production or as cellular building blocks in biosynthetic reactions. On the other hand, UDP-GlcNAc is exclusively used for protein modification thus primarily playing role in nutrient signalling. Thus, hexosamine biosynthesis pathway being central to all major metabolic pathways functions as a key nutrient sensor and signal transducer. Among the list of proteins identified as *O*-GlcNAc modified are gene specific transcription factors (TFs), epigenetic regulators and histone proteins (Hart, 2019; Sheikh et al, 2021). Therefore, *O*-GlcNAcylation by serving as a potential nutrient sensor could transfer information of cellular metabolic status to the chromatin and regulate gene expression. Hence, it is not surprising that several pathologies associated with a perturbed cellular metabolism, including diabetes, cancer and neurodegenerative diseases, show perturbed protein *O*-GlcNAcylation (Copeland et al, 2013; Yang & Suh, 2014). In addition, mutations in OGT protein are associated with neurodevelopmental disorders and intellectual disability (Pravata et al, 2019, 2020).

Recent studies have also uncovered the roles of protein *O*-GlcNAcylation in various stem cell functions (Na et al, 2020; Sheikh et al, 2021). *O*-GlcNAc modification of pluripotency related TFs such as octamer-binding transcription factor 4 (OCT4), sex-determining region Y-box 2 (SOX2), and NANOG are shown to be responsible for embryonic stem cells (ESCs’) maintenance of pluripotency (Jang et al, 2012). Direct *O*-GlcNAcylation and/or association of OGT with several lineage-specific TFs and chromatin regulators such as enhancer of zeste homolog 2 (EZH2), SIN3A and HDACs are associated with cell fate determination during development and disease (Dehennaut et al, 2014; Leturcq et al, 2017). In addition, OGT forms complexes with ten-eleven translocation (TETs) and other chromatin regulators, including SIN3A and nucleosome remodeling deacetylase complex (Zhang et al, 2014), leading to *O*-GlcNAcylation of chromatin. In ESCs, the association of TET1 with OGT leads to trimethylation of H3K4 (H3K4me3) (Vella et al, 2013). Core histone proteins, H3, H4, H2A, and H2B are also found to be *O*-GlcNAc modified and shown to be involved in cell cycle regulation and cell fate decisions, thus adding to the complexity of *O*-GlcNAc mediated gene regulation (Sakabe et al, 2010). In addition to increasing H3K4me3 levels, it is also reported that *O*-GlcNAcylation down-regulates H3K9me3 levels. Moreover, *O*-GlcNAcylation of H2B on Serine112 (H2BS112*O*-GlcNAc) promotes the transcriptional activation mark H2B-monoubiquitination on K120 (H2BK120Ub1) (Fujiki et al, 2011). These results suggest that *O*-GlcNAcylation could also indirectly regulate other histone modifications.

Therefore, it is relevant to determine whether physiological changes in nutrient abundance contribute to altered cell fate decisions during embryonic development. Maternal chronic hyperglycemia has been implicated in defects of embryonic development and adverse developmental outcomes in the offspring. Epidemiological data and previous experimental studies using animal models have suggested defects in neurodevelopmental outcomes in the offspring resulting from neuroanatomical changes during gestation (Márquez-Valadez et al, 2018; Kong et al, 2020). However, molecular mechanisms behind such defects, including the role of protein *O*-GlcNAcylation, are not well known. Moreover, although the role of protein *O*-GlcNAcylation in epigenome regulation is well studied, epigenetic dysregulation due to sustained *O*-GlcNAcylation during embryonic neurogenesis is not clear. It is also unknown whether the regulation of protein *O*-GlcNAcylation due to nutrient abundance can affect histone modifications to regulate gene expression during neurodevelopment and differentiation. To answer these questions, we have used human embryonic stem cells (hESCs’) differentiation into cortical neurons as a model and shown that sustained *O*-GlcNAc levels during in vitro corticogenesis led to early and increased neuronal differentiation. We also found that the expression of several lineage-specific TFs was up-regulated in the presence of elevated *O*-GlcNAc levels (Parween et al, 2017). Therefore, in this study, we built upon these findings and attempted to determine how increased protein *O*-GlcNAcylation affects the whole transcriptome during neural differentiation of hESCs and to identify the critical epigenetic mechanisms responsible for gene expression changes. Moreover, we have also used a rat model of maternal hyperglycemia to understand the physiological relevance of *O*-GlcNAc-mediated gene regulatory mechanisms on neurodevelopment in vivo.

Using these two model systems, we provide evidence that sustained *O*-GlcNAc levels during hESCs-neuronal differentiation in cell culture affect histone modifications and alter gene expression during neurogenesis. We observe similar effects due to hyperglycemia in animals during pregnancy, which elevated global *O*-GlcNAc levels in developing embryo brains. In particular, increased global *O*-GlcNAc levels in hESCs during neural differentiation resulted in transcriptional up-regulation of several neurogenic TF genes. This transcriptional activation was associated with increased H3K4me3 levels and decreased H3K27me3 levels on the promoters of these genes. The decrease in H3K27me3 may have resulted from increased levels of EZH2-Thr311 phosphorylation observed due to elevated *O*-GlcNAc levels during neural differentiation. EZH2-Thr311p was previously reported to inhibit the catalytic activity of EZH2 of polycomb repressive complex 2, leading to reduced H3K27me3 (Wan et al, 2018). The changes in gene expression due to elevated *O*-GlcNAc levels were also associated with increased Pol II Ser5-p levels suggesting increased Pol II transcription initiation on these genes. Interestingly, similar molecular changes were also observed in the developing brains of hyperglycemic rat embryos, suggesting that hyperglycemia through elevated *O*-GlcNAc levels could alter embryonic neurogenesis.

## Results

### Whole-genome transcriptome analysis identifies genes expressed differentially due to sustained *O*-GlcNAcylation during in vitro embryonic cortical neurogenesis

We have previously shown that increased levels of *O*-GlcNAc affect cortical neurogenesis of hESCs inducing early neuronal differentiation and affecting the expression of lineage-specific TFs (Parween et al, 2017). Here, we investigate further the effects of elevated *O*-GlcNAc levels on gene expression during neural differentiation of hES cells. We have performed high-throughput RNA-seq analysis using hES cells from four stages of in vitro neural differentiation to achieve a temporal gene expression profile of human corticogenesis and to understand the gene expression changes due to sustained *O*-GlcNAcylation in a temporal manner. We have adapted an in vitro cortical embryonic neurogenesis method of hESCs originally published by Chambers et al (Chambers et al, 2009; van de Leemput et al, 2014) and used in our previous studies (Parween et al, 2017; Ardah et al, 2018). This method involves dual SMAD inhibition to induce NSC fate and results in the production of excitatory glutamatergic projection neurons in a stage-specific manner, which precisely mimics in vivo human embryonic cortical neurogenesis in time and space (van de Leemput et al, 2014). Using this method, H9 hES cells were differentiated for a total of 70 d in the presence of a potent and specific inhibitor of OGA enzyme, ThiametG (TMG) or solvent (DMSO), as control. Cells were collected from four stages, day 0 (D0), day 12 (D12), day 30 (D30) and day 70 (D70) of neural induction and differentiation (Fig 1A), and were processed for RNA isolation and library preparation for RNA-seq. 

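H9 cells, an established human embryonic stem cell line, gave 16 RNA-seq libraries: on each of days 0, 12, 30 and 70, 2 cultures treated with 40 µM TMG and 2 cultures with DMSO. The authors deposited the read counts that RSEM had estimated for 57736 Ensembl genes of GRCh37, as whole numbers and without normalization. The counts of a library summed to between 10334908 and 19836878, with a median of 16412980 over the 8 control libraries and 13736716 over the 8 TMG libraries. The 10 genes with the most counts took between 7.73% and 23.73% of a library. Replicates were grouped by the titles of the libraries. The separate treatment tag of 8 libraries names the other arm, and following the tags would put both replicate 1 libraries of a stage in 1 arm. The tests covered the 24249 genes that passed edgeR's expression filter in 1 fit of all 16 libraries with TMM normalization, which leaves 8 residual degrees of freedom. Log2 fold changes are TMG over control, CPM are counts scaled to TMM library sizes, and p-values come from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment over the genes tested.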

The libraries were subjected to RNA sequencing to identify the genes and long non-coding RNAs with altered expression due to elevated levels of *O*-GlcNAc during cortical neurogenesis. Hierarchical clustering was performed on 10,097 genes, which have shown altered expression in at least one stage out of four-stages analyzed in both control and TMG-treated cells (Fig 1B). Four major gene clusters emerged from the analysis, cluster-1 (4,262 genes), cluster-2 (718 genes), cluster-3 (1,608 genes), and cluster-4 (3,509 genes). 

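In the deposited counts, 12656 genes differed between at least 1 pair of stages, within the control or within the TMG-treated cells, at a false discovery rate of 5% by edgeR's quasi-likelihood test. Counting only consecutive stages moved this number most, to 5614. Their scaled group means were divided into 4 clusters by Ward linkage on Euclidean distances. In the control cells, clusters of 3342 and 2723 genes were highest on D0, 1 of 2463 genes was highest on D12 and 1 of 4128 genes was highest on D70. No cluster was highest on D30. The cluster highest on D12 had a scaled mean of 0.75 on D12 and of 0.68 on D30 in control cells. The paper's text gives the distance but not the linkage, and with complete linkage 4446 genes fell in a cluster highest on D30 and 0 in a cluster highest on D70. Genes were therefore also sorted by the stage of their highest control mean, whatever their cluster, which gave 5313 genes highest on D0, 1555 on D12, 2365 on D30 and 3423 on D70.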

The cluster-1 genes were highly expressed in undifferentiated cells (Stage 1, D0 of neural induction), and their expression reduced after neural differentiation in all other three stages (D12, D30, and D70). 

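POU5F1 (ENSG00000204531), which lies on chromosome 6 of GRCh37 from 31132114 to 31148508, had 859 ± 48.5 CPM (SD, n = 2) in the control cells of D0, 0.654 ± 0.16 on D12, 0.248 ± 0.217 on D30 and 0.161 ± 0.227 on D70. Its reads can be shared with near-identical POU5F1 pseudogenes, which the estimated counts divide between copies, and the same holds for NANOG. NANOG (ENSG00000111704) had 90.3 ± 6.2 CPM (SD, n = 2) on D0 and at most 0.446 ± 0.144 CPM at a later stage. LIN28A (ENSG00000131914) fell more slowly. It had 944 ± 57.5 CPM (SD, n = 2) on D0 and 458 ± 55.1 on D12, a difference that was not significant (log2 fold change 1.04, adjusted p = 0.182 by edgeR), and 16.4 ± 5.9 on D30 (log2 fold change of D0 over D30 5.85, adjusted p = 0.000188 by edgeR). MYC (ENSG00000136997) had 51.3 ± 14.0 CPM (SD, n = 2) on D0 and between 7.42 and 13.2 CPM later, with adjusted p-values of 0.0052, 0.00522 and 0.0119 by edgeR against D12, D30 and D70. SALL2 (ENSG00000165821) declined from 354 ± 21.7 to 85.6 ± 52.1 CPM (SD, n = 2) on D70, and edgeR separated D0 from D70 (adjusted p = 0.0293) but not from D12 (adjusted p = 0.422) or D30 (adjusted p = 0.139).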

The genes in this cluster included major pluripotency related genes such as *POU5F1(OCT4)*, *NANOG*, *LIN28*, *MYC*, and *SALL2*, among others. Gene ontology (GO) analysis of these genes resulted in GO terms such as mitotic cell cycle, chromosome organization, nucleic acid metabolic process, etc., suggesting cell proliferation as the principal function as expected. No significant differences were noted between cluster-1 genes in control, and TMG-treated cells. 

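The 5313 genes with their highest control mean on D0 had a median log2 fold change of -0.00285 on D0, and 49.4% of them were higher in the TMG-treated cells. The median of the class was 0.011 and 0.0109 in the TMG replicates and 0.0139 and -0.0139 in the control replicates, each relative to the control mean. Of all 24249 genes, 0 passed a false discovery rate of 5% on D0 by edgeR's quasi-likelihood test and 306 had an unadjusted p under 0.05, while DESeq2 called 5 genes on the same 16 libraries. Among the genes of the class, the TMG effect on D0 was -0.01 (standard error 0.40) for POU5F1, 0.38 (0.31) for NANOG, 0.29 (0.50) for LIN28A, -0.57 (0.46) for MYC and -0.18 (0.59) for SALL2 as log2 fold change, with an adjusted p of 1.0 by edgeR for each. The sign for POU5F1 changed when control replicate 2 or TMG replicate 2 was left out, giving 0.04 and 0.02, and MYC had -0.26 without control replicate 2.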

Cluster-2 (D12) over-expressed genes included those of neural fate such as *PAX6*, *NES*, *LHX5*, and *OTX1*, among others. 

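PAX6 (ENSG00000007372, chromosome 11 from 31806327 to 31839509) rose in control cells from 9.29 ± 7.54 CPM (SD, n = 2) on D0 to 579 ± 7.92 on D12 (log2 fold change 5.97, adjusted p = 0.0328 by edgeR) and stood at 381 ± 70.2 on D30 and 309 ± 4.52 on D70, neither of which differed from D12 (adjusted p = 0.839 and 0.68 by edgeR). OTX1 (ENSG00000115507) had 210 ± 68.2 CPM (SD, n = 2) on D12 against 3.77 ± 2.19 on D0 (adjusted p = 0.00412 by edgeR) and 23.1 ± 12.1 on D70 (adjusted p = 0.0372). NES (ENSG00000132688) had its highest control mean on D12, 400 ± 90.1 CPM (SD, n = 2), and differed from D70 only (log2 fold change 1.49, adjusted p = 0.0319 by edgeR). LHX5 (ENSG00000089116) had 85.0 ± 19.3 CPM (SD, n = 2) on D12 and at most 25.5 ± 0.806 CPM at another stage, but no difference passed the false discovery rate (lowest adjusted p = 0.0742 by edgeR).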

GO analysis for this cluster included terms such as nervous system development, generation of neurons and neuron differentiation, suggesting acquisition of neural fate of the ESCs. 

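Genes with their highest control mean on D12, 1555 in number, had a median log2 fold change of -0.126 on D12, and 35.2% of them were higher in TMG. Relative to the control mean, the class median was 0.0292 and -0.0292 in the control replicates and -0.0545 and -0.181 in the TMG replicates. When the class was taken from 1 control replicate and the effect measured against the other, the median came to -0.0308. Of all genes on D12, 0 passed a false discovery rate of 5% by edgeR's quasi-likelihood test, with 601 at an unadjusted p under 0.05. DESeq2 called 11 genes on the 16 libraries and 116 on the 4 libraries of D12. Within the class, log2 fold changes on D12 were -0.44 (standard error 1.32) for PAX6, -0.29 (0.37) for NES and 0.03 (0.77) for OTX1. LHX5, which is outside the class because no difference between stages passed, had -1.01 (1.18), and edgeR gave each of the 4 genes an adjusted p of 1.0. The log2 fold change of OTX1 became negative, at -0.27 and -0.25, without control replicate 1 or TMG replicate 1. Without TMG replicate 1 and without TMG replicate 2, PAX6 had -0.93 and -0.07, NES -0.49 and -0.12 and LHX5 -1.72 and -0.53, and NES had -0.04 without control replicate 1 and -0.5 without control replicate 2.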

Subtle differences were noted between the control and TMG-treated cells for this cluster, indicating gene expression differences due to increased *O*-GlcNAcylation. Genes of clusters-3 and 4 included several known regulators of neuronal fate such as *EMX2*, *OTX2*, *FEZF2*, *CDH2*, and *IFT2* that were enriched on D30, whereas early-born neuron-specific genes such as *EOMES*, *HOPX*, *TBR1*, *POU3F3* were enriched on D70, suggesting expression of genes in a stage-specific manner. 

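In control cells, FEZF2 (ENSG00000153266) had 64.8 ± 26.9 CPM (SD, n = 2) on D30 and at most 28.4 ± 16.3 at another stage, with no difference that passed (lowest adjusted p = 0.0795 by edgeR), and IFT20 (ENSG00000109083), taken here for the IFT2 of the text, had 30.7 ± 0.772 on D30 and 19.6 ± 0.889 on D70. IFT20 differed from D0 (adjusted p = 0.000505 by edgeR) and D12 (adjusted p = 0.0208) but not from D70 (adjusted p = 0.153). EMX2 (ENSG00000170370), OTX2 (ENSG00000165588) and CDH2 (ENSG00000170558) also had their highest mean on D30, at 73.0 ± 31.8, 162 ± 44.9 and 675 ± 173 CPM (SD, n = 2), but their D30 replicates overlapped those of another stage. On D70, HOPX (ENSG00000171476) reached 3.98 ± 1.08 CPM (SD, n = 2) from at most 0.454 ± 0.332 earlier, and edgeR separated D70 from D0 (adjusted p = 0.0152) but not from D12 (0.141) or D30 (0.192). TBR1 (ENSG00000136535) had 26.4 ± 31.9 CPM and EOMES (ENSG00000163508) 6.74 ± 5.66 CPM on D70 (SD, n = 2), where the replicates differed by as much as the mean. POU3F3 (ENSG00000198914) had 26.6 ± 7.14 CPM (SD, n = 2) on D30 and 21.5 ± 10.8 on D70. edgeR gave an adjusted p of 0.802 for that difference.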

GO terms for cluster-3 and4 included the generation of neurons, establishment of protein localization etc., on D30. GO-terms for D70 had processes such as neuron projection extension involved in neuron projection guidance, regulation of cell communication and response to calcium ions, suggesting stage-specific gene expression profile. Specific differences were noted between control, and TMG-treated cells where many genes from cluster-3 showed reduced expression on D30 whereas genes of cluster-4 showed increased expression of several genes on D30 which decreased in their expression on D70. This suggests an early expression of many genes on D30, which are normally expressed at a later stage (D70) (van de Leemput et al, 2014). This correlates with early and increased expression of several key neuronal differentiation genes in the presence of increased *O*-GlcNAcylation as noted in our previous study and phenotype showing early and increased production of neurons on D22 and D30 of neural differentiation (Parween et al, 2017) (Fig 1B).

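On D30, the 2365 genes with their highest control mean on D30 had a median log2 fold change of -0.402, and 18.9% of them were higher in TMG-treated cells. The class median was -0.201 and -0.614 in the TMG replicates and 0.0809 and -0.0809 in the control replicates, relative to the control mean. With the class from 1 control replicate and the effect against the other, the median was -0.289. This lessens the pull of chance high values in the control. It does not remove it, since the stage tests that selected the genes used both control replicates. The 3423 genes highest on D70 in control cells had a median of 0.306 on D30, with 70.3% of them higher in TMG, and of 0.232 in the same crossed comparison. The TMG replicates stood at 0.207 and 0.368 and the control replicates at -0.0533 and 0.0533. Leaving out TMG replicate 2 of D30 lowered the shifts to -0.218 and 0.173, and leaving out TMG replicate 1 moved that of the D30 genes to -0.697. On D12, the D70 genes already had a median of 0.182, and on D70 it was -0.0727. That on D70 was 0.0962 in the crossed comparison and -0.033 when crossed within replicate numbers, which was chosen after seeing the data, and between -0.351 (without control replicate 2) and -0.0583 (without control replicate 1) with a library of D70 left out, so its sign is uncertain. None of these medians has a p-value, since genes are not replicates. The paper reports reduced cluster-3 genes beside increased cluster-4 genes on D30. From this, and from the order in which genes appear in normal differentiation, it proposes early expression of later genes under elevated O-GlcNAc.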

**Figure 1.**
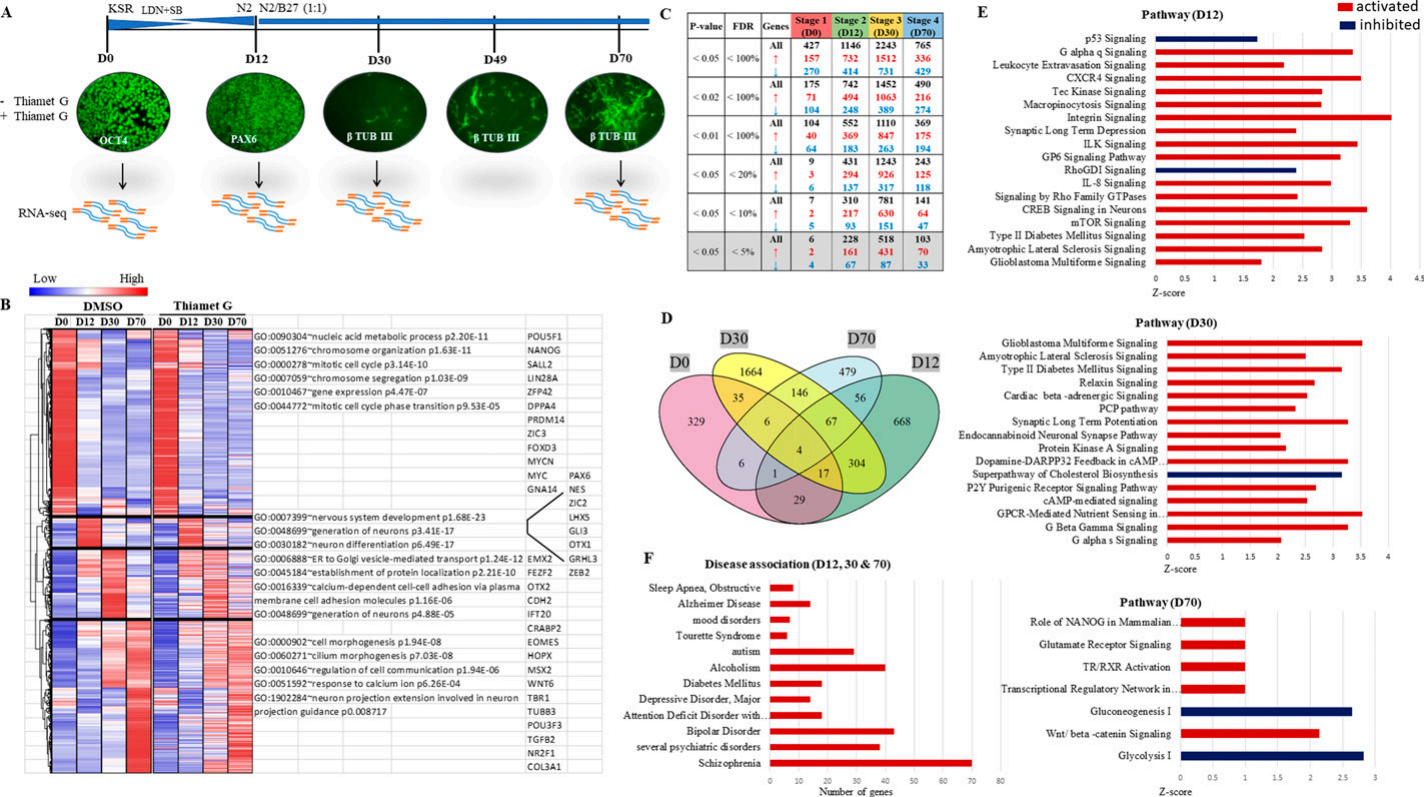
Effect of elevated O-GlcNAcylation on transcriptome during embryonic cortical neurogenesis. **(A)** Human embryonic stem cells (H9) were differentiated into cortical neurons using dual SMAD inhibition protocol in DMEM/F12 media with knockout serum replacement (KSR) containing LDN-193189 (BMP signalling inhibitor) and SB-431542 (TGF-β Receptor Kinase inhibitor) and treated with ThiametG or DMSO as control. The cells were immunostained for stage-specific markers, OCT4 (pluripotency), PAX6 (neural stem cell), and β-TUBULIN III (early-born neuron), collected on days 0, 12, 30, and 70 of differentiation and processed for RNA-Seq (two biological replicates). **(B)** Hierarchical clustering analysis and corresponding heat map of differentially expressed genes in control and ThiametG (TMG) treated cells from four stages of neural differentiation. Hierarchical clustering was performed using Euclidean distance to visualize the expression of genes across groups that were significant in at least one inter-stage comparison with false discovery rate < 5%. **(C)** Number of genes up/down-regulated in TMG-treated cells compared to control with different *P*-values and false discovery rate. **(D)** Venn diagram of the number of genes that are significantly affected (*P*-value ≤ 0.5) due to increased *O*-GlcNAc levels from four-stages of neural differentiation. **(E)** Ingenuity pathway analysis was performed on the list of genes significantly affected (*P*-value < 0.5) in TMG-treated cells compared to control on D12, D30, and D70 of neural differentiation. The red colour indicates activated pathways, and the blue colour indicates inhibited pathways. **(F)** GAD disease association on the list of genes affected significantly (≥2-fold with *P*-value ≤ 0.5) in TMG-treated cells compared with controls on D12, D30, and D70 of neural differentiation.

Next, we used DESeq2 tool to identify gene expression differences between control and TMG-treated cells for all four stages. The overall number of differentially expressed genes increased progressively from D0 until D30 and then decreased from D30 to D70, suggesting a window of vulnerability for *O*-GlcNAc elevation. 

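At a false discovery rate of 5%, edgeR's quasi-likelihood test called 0 genes on D0, D12, D30 and D70, with lowest adjusted p-values of 0.146, 1.0, 0.0868 and 0.137. At an unadjusted p under 0.05, 306 genes differed on D0, 601 on D12, 2908 on D30 and 1332 on D70. DESeq2 on the same 16 libraries called 5, 11, 587 and 52 genes at a false discovery rate of 5%, and DESeq2 on the 4 libraries of each stage alone called 6, 116, 518 and 3. With the replicate number as a block, edgeR called 0, 0, 233 and 1 genes, and without the filter on low counts 1, 0, 21 and 3. A single library decided part of these counts. Without TMG replicate 1 of D30, edgeR called 217 genes on D30, and without TMG replicate 1 of D70 it called 801 genes on D70. The difference between the TMG effects on D70 and D30 passed a false discovery rate of 5% for 0 genes by edgeR, with 977 at an unadjusted p under 0.05, and for 21 by DESeq2. The spread between replicates, as a biological coefficient of variation fitted to each stage alone, was 0.189, 0.238, 0.295 and 0.616 from D0 to D70. The median absolute log2 fold change was 0.191, 0.23, 0.395 and 0.316. In simulated counts with the means and spread of D30, edgeR recovered 59 of 200 genes changed 4-fold among 24241 tested, 0 with the replicate number as a block, and DESeq2 112 of 200. The same fit of 16 libraries was run with replicates drawn independently and no gene changed on D70. There, at the spread of D70, 17.82% of genes had an unadjusted p under 0.05. The share was 1.081% on D0, 1.25% on D12 and 3.016% of the unchanged genes on D30. In this fit a stage with a larger spread thus gave more genes by chance. In the data, the differences between replicates 1 and 2 of D70 correlated between control and TMG at 0.607, which the simulation leaves out, so how many of the 1332 genes chance gives is not known.

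**Figure D1:**
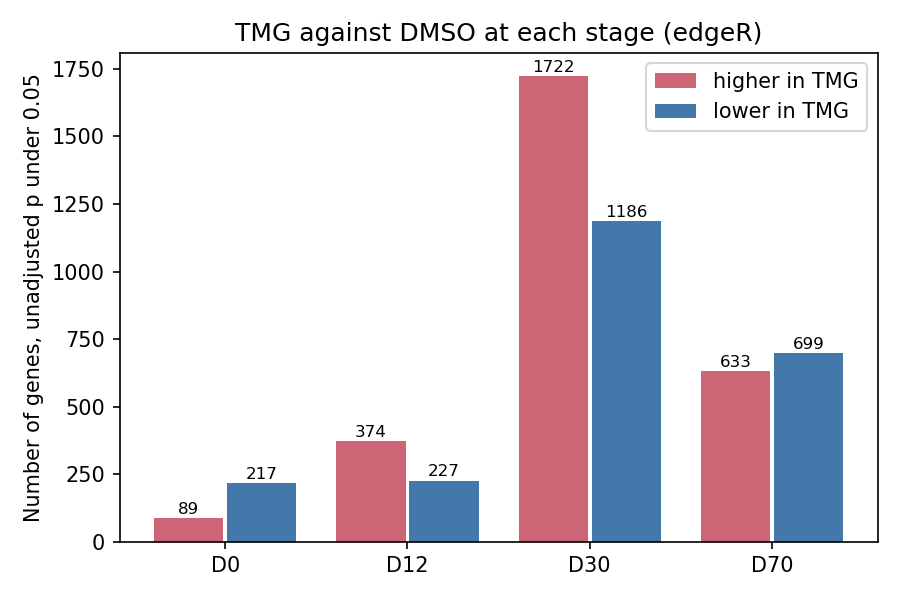
Number of genes (vertical axis) at an unadjusted p under 0.05 in edgeR's test of TMG against DMSO, for each of the 4 stages, with bars for genes higher and lower in TMG. On D30, 1722 genes were higher and 1186 lower.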

We also noticed that the number of genes up-regulated due to TMG treatment was greater by twofold or more than the number of genes that were down-regulated at all four stages of differentiation, suggesting that elevation of *O*-GlcNAc, in general, may be associated with transcriptional activation (Fig 1C). 

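At an unadjusted p under 0.05 by edgeR, TMG raised 89 genes and lowered 217 on D0, raised 374 and lowered 227 on D12, raised 1722 and lowered 1186 on D30, and raised 633 and lowered 699 on D70. These are ratios of 0.41, 1.65, 1.45 and 0.906. Single libraries moved them. On D0, 186 genes were raised and 92 lowered without control replicate 2, a ratio of 2.02, which was 0.222 without control replicate 1 and 0.207 without TMG replicate 2. On D12 it was 1.05 and 2.76 without TMG replicate 1 and 2, on D30 between 1.01 and 1.3, and on D70 it was 1.37 without control replicate 2 and 0.547 without TMG replicate 1. With a change of at least 2-fold as well, the ratios were 0.362, 1.74, 2.25 and 0.972. With RLE in place of TMM normalization, 695 genes were raised and 633 lowered on D70. Among genes that DESeq2 called at a false discovery rate of 5% on all 16 libraries, 3 were raised and 2 lowered on D0, 9 and 2 on D12, 372 and 215 on D30, and 26 and 26 on D70. DESeq2 on the 4 libraries of each stage raised 2 and lowered 4 on D0, 104 and 12 on D12, 431 and 87 on D30, and 2 and 1 on D70. Both TMG libraries stood above or both below both controls for 36.6% of genes on D0, 34.3% on D12, 44.1% on D30 and 22.1% on D70. Chance gives 33.3% if the 4 libraries of a stage are exchangeable, but the differences between replicates 1 and 2 correlated between control and TMG at 0.367, 0.223 and 0.607 on D12, D30 and D70, so the chance share is lower there and these shares have no exact reference.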

A large number of genes also showed overlap between D12 and D30 (*P* < 0.5; hypergeometric test) and D30–D70 (*P* < 0.5) (Fig 1D). 

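Of the 601 genes of D12 and 2908 genes of D30 at an unadjusted p under 0.05, 211 were shared where 72.1 were expected among the 24249 genes tested (one-sided Fisher's exact test, p = 1.37e-50), and 93.8% of the shared genes moved in the same direction. D30 and D70 shared 337 genes where 160 were expected (one-sided Fisher's exact test, p = 2.16e-43), with 95.0% in the same direction. D12 and D70 shared 84 genes where 33.0 were expected (one-sided Fisher's exact test, p = 2.79e-15). The test treats genes as independent, which co-regulated genes are not. Both lists of a pair also come from 1 fit, so a gene whose spread is estimated too low can enter both. Fits of the 4 libraries of a stage estimate the spread apart. There 132 shared genes were expected for D12 with D30 and 17.2 for D30 with D70, below the 358 and 70 found. The numbers depended on the fit and on single libraries. For D12 with D30 and D30 with D70, the overlaps were 655 and 985 genes with the replicate number as a block, and 358 and 70 in fits of the 4 libraries of a stage. With 1 library left out, the former was between 104 (without control replicate 1 of D12) and 272 (without TMG replicate 1 of D30) and the latter between 184 (without TMG replicate 2 of D30) and 947 (without TMG replicate 1 of D70). Lists at a false discovery rate of 5% by edgeR were empty and shared 0 genes.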

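At an unadjusted p under 0.05 by edgeR, the 306 genes of D0 shared 16 genes with D12, 58 with D30 and 38 with D70, where 7.58, 36.7 and 16.8 were expected (one-sided Fisher's exact tests over 6 pairs of stages, p = 0.00429, 0.000266 and 2.36e-06). Fits of the 4 libraries of a stage gave 112, 154 and 10 shared genes, where 54.8, 108 and 7.01 were expected. The overlap of D0 and D70 was then not significant (one-sided Fisher's exact test, p = 0.164). Only ATP6AP1L (ENSG00000205464) had an unadjusted p under 0.05 at all 4 stages in the fit of 16 libraries. Its log2 fold change was -0.90 on D0, -1.49 on D12, -2.10 on D30 and -1.75 on D70, and its adjusted p by edgeR was above 0.05 at each. By DESeq2 on 16 libraries the adjusted p was 0.000515 on D30 and 0.0324 on D70, and with the replicate number as a block it passed by edgeR on D30 (log2 fold change -2.12). Without control replicate 1 the log2 fold change on D0 was -0.2.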

Given that not many genes are differentially expressed at D0, there were not many overlaps between stage 1 and other stages. Furthermore, ingenuity pathway analysis was performed on the list of genes significantly altered in their expression (*P* < 0.5) due to TMG treatment on all four stages of differentiation (Supplemental Data 1–4). On D12, we found pathways for P53 and RhoGDI signalling were down-regulated, whereas signalling pathways for mTOR, CREB, Rho family GTPases and G α q, among others, were up-regulated. In addition, signalling for glioblastoma multiforme, type 2 diabetes, and amyotrophic lateral sclerosis were also up-regulated on D12 and D30, suggesting the association of elevated *O*-GlcNAcylation with pathological phenotype. Other signalling pathways up-regulated on D30 included G α s and G β-γ signalling, GPCR-mediated nutrient sensing, cAMP and protein kinase A signalling, among other pathways. In contrast, the super pathway of cholesterol biosynthesis was down-regulated on D30. 

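On D30, 16 of 20 genes of cholesterol biosynthesis had a lower mean in TMG, with a median log2 fold change of -0.719. As a set they did not pass (adjusted p = 0.409 over 56 set tests by limma's fry rotation test), and with adjustment over the list alone 1 gene passed by edgeR where 0 passed over all genes. This was FDFT1 (ENSG00000079459), at 313 and 243 CPM in the control replicates and 155 and 122 CPM in the TMG replicates (log2 fold change -1.01, standard error 0.24, adjusted p over all genes 0.188 by edgeR and 0.00908 by DESeq2). IDI1 fell by 1.19 (0.36) and HMGCS1 by 1.12 (0.41) on the log2 scale. Without control replicate 1 these log2 fold changes were -0.71 and -0.65, and that of HMGCS1 was -0.64 without TMG replicate 2 and -1.84 without TMG replicate 1. On D70, 18 of the 20 genes were higher in TMG, with a median of 0.405.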

Interestingly, we also noticed up-regulation of the planar cell polarity (PCP) signalling pathway on D30, which is associated with various processes involving cellular asymmetry in organisms ranging from worms to flies to vertebrates (Vladar et al, 2009). 

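All 16 glycolysis genes tested, from HK1 to LDHA, had a lower mean in TMG on D70, with a median log2 fold change of -0.752. Their mean log2 CPM was 8.11 and 8.28 in control replicates 1 and 2 and 7.7 and 7.06 in TMG replicates 1 and 2. The fall was therefore smaller in TMG replicate 1. The set had an adjusted p of 0.358 over 56 set tests by limma's fry test. By edgeR, 0 of the genes passed over all genes or adjusted over the list alone. The largest fall was in ALDOC (ENSG00000109107), from 20.1 and 46.8 CPM in the control replicates to 14.1 and 4.81 in the TMG replicates (log2 fold change -1.82, standard error 0.59, adjusted p = 0.878 by edgeR), which was -1.08 without control replicate 2 and -2.8 without TMG replicate 1. ALDOA had -0.91 (0.29), GPI -0.97 (0.32) and PFKL -0.09 (0.30). Several of these genes, GAPDH, LDHA and PGK1 among them, share sequence with processed pseudogenes, so their estimated counts are less certain.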

The major signalling pathways up-regulated in TMG-treated cells on D70 of neural differentiation included glutamate receptor signalling, Wnt-β catenin signalling, TR/RXR activation and transcription regulatory network in embryonic stem cells, whereas two major metabolic pathways, glycolysis and gluconeogenesis, were down-regulated (Fig 1E).

Next, we performed disease association analysis on the list of all genes up-/down-regulated significantly (more than twofold with *P* < 0.5) on three stages, D12, D30, and D70 of neural differentiation in TMG. Interestingly, we found major neurodevelopmental disease associations, including schizophrenia, bipolar disorder, alcoholism, and autism, which showed the most significant number of genes from GAD disease categories (Fig 1F).

These results suggest that elevated *O*-GlcNAc levels during neural differentiation significantly affect the expression of genes belonging to key signalling pathways, resulting in neuropathologies as observed through disease association analysis.

### Increased *O*-GlcNAcylation affects the expression of several key TFs of cortical neurogenesis by affecting promoter bivalency

A number of basic helix loop helix TFs are expressed at specific stages of neurodevelopment to precisely control the process of neurogenesis (Dennis et al, 2019). We noticed that the expression of several of these TFs is altered in TMG-treated cells. Ingenuity pathway analysis revealed TF enrichment among genes up-/down-regulated significantly (more than twofold with *P* < 0.5) at all four stages, D0, D12, D30, and D70 of neural differentiation in TMG-treated cells compared with control (Supplemental Data 1–4 and Fig 2A). We have also noticed a pattern in which the expression of these TFs change during different stages. 

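Of 20 genes tested as regulators of neural progenitors (PAX6, EMX2, SOX2, SOX3, FEZF1, FEZF2 and the HES, DLL and NOTCH genes), 16 had a lower mean in TMG on D30. The median log2 fold change was -0.659 and the set had an adjusted p of 0.575 over 56 set tests by limma's fry test. On D12, D70 and D0 the medians were -0.475, -0.175 and -0.125. SOX2 (ENSG00000181449) went from 140 ± 22.9 to 53.6 ± 22.1 CPM (SD, n = 2) on D30, a log2 fold change of -1.39 (standard error 0.45, adjusted p = 0.276 by edgeR). FEZF1 (ENSG00000128610) went from 128 ± 8.5 to 19.2 ± 22.9 CPM (SD, n = 2), a log2 fold change of -2.73 (1.56). EMX2 had -1.05 (0.64), SOX3 -1.02 (1.06), FEZF2 -1.73 (1.27) and DLL1 -1.24 (0.78). Leaving out TMG replicate 1 and TMG replicate 2 in turn gave -5.39 and -1.85 for FEZF1, -1.96 and -0.45 for SOX3 and -1.97 and -0.75 for DLL1, and EMX2 had -0.51 without control replicate 2. PAX6 had -0.14 (1.32) and became positive without control replicate 1 or TMG replicate 2, at 0.06 and 0.23. HES6 rose by 1.23 (0.46) and DLL3 by 2.08 (0.93) on the log2 scale, and HES6 had 0.56 without TMG replicate 2. None of the 20 genes passed with adjustment over the list alone or over all genes by edgeR, while 4 had an unadjusted p under 0.05.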

The TFs involved in proliferation and maintenance of NSC population during neurogenesis including *PAX6*, *EMX2*, *SOX2*, *SOX3*, *FEZF1/2*, and notch signalling regulators, *HES*, *DLL* and other *NOTCH* genes (Lee et al, 2014) showed decreased expression in TMG-treated cells. In contrast, genes needed for neuronal differentiation, including *NEUROG1/2*, *NEUROD2/4/6*, *EOMES*, *HOPX*, *TBR1*, and several other neurogenic TFs, showed an increased expression during neuronal differentiation in TMG-treated cells with the highest up-regulation on D30 (Fig 2A). 

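On D30, both TMG replicates stood above both control replicates for each of the 8 factors NEUROG1, NEUROG2, NEUROD2, NEUROD4, NEUROD6, EOMES, HOPX and TBR1. Chance gives this for 16.7% of genes if the libraries are exchangeable, and it held for 5611 of the 24249 genes tested. The paper chose the 8 factors on the same libraries, so neither number is a reference for them. The median log2 fold change of the set was 2.69 on D30, against -0.104 on D0, 0.158 on D12 and -0.0178 on D70. The set had an adjusted p of 0.358 on D30 over 56 set tests by limma's fry test, and its direction on D70 differs in sign between the median and the mean, 0.0554. On D70 the mean log2 CPM of the set was 2.73 and 1.87 in the control and 3.53 and -1.43 in the TMG replicates, and the median was -0.841 with the replicate number as a block, -8.24 without TMG replicate 1 and 1.4 without control replicate 1, so the set has no settled direction there. NEUROD4 (ENSG00000123307) had 0.282 and 1.15 CPM in the control and 6.90 and 19.7 CPM in the TMG replicates (log2 fold change 4.11, standard error 1.79, adjusted p = 0.401 by edgeR). NEUROG2 had 3.70 (1.56), NEUROG1 3.02 (1.71), HOPX 2.37 (1.35), TBR1 2.33 (1.52), NEUROD2 1.80 (1.11) and EOMES 1.75 (1.39). NEUROG1 had 0 counts in control replicate 1 and 74 in replicate 2, so its control level rests on 1 library. Without TMG replicate 2 the values fell to 1.59 for NEUROG2, 0.56 for NEUROD2, 1.47 for TBR1, 1.11 for EOMES and 3.06 for NEUROD6. NEUROD6 had 2 counts in the 2 control libraries together and 130 in the TMG libraries, a ratio of 93.2 with an exact 95% interval for counting error of 25.3 to 778. With adjustment over the list alone 0 genes passed by edgeR, as over all genes, and 3 had an unadjusted p under 0.05. The effect on D70 was lower than on D30 for all 8 factors (median difference -2.683, adjusted p = 0.172 over 14 lists by limma's fry test).

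**Figure D2:**
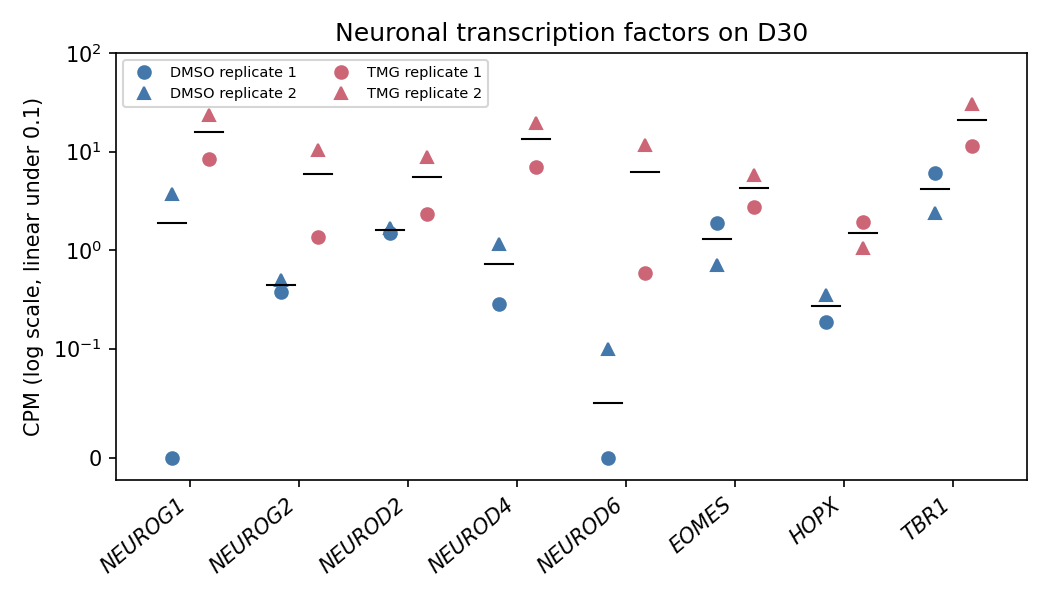
CPM of the 8 neuronal transcription factors on D30 (vertical axis, log scale, linear under 0.1), with 1 point per library and a line at the mean of each arm. The TMG libraries lie above the DMSO libraries for each gene, as for TBR1 with 11.5 and 30.2 against 6.01 and 2.36 CPM.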

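POU5F1, the gene of OCT4, had 0.094 and 0.401 CPM in the control replicates of D30 and 9.13 and 5.49 CPM in the TMG replicates, a log2 fold change of 4.65 (standard error 0.58, adjusted p = 0.0868 by edgeR and 1.8e-11 by DESeq2). It passed by edgeR with the replicate number as a block (log2 fold change 4.54) and without TMG replicate 1 (4.24). The TMG mean of 7.31 CPM compares with 859 CPM in the control cells of D0. MYCN (ENSG00000134323) went from 6.21 ± 3.07 to 19.7 ± 0.316 CPM (SD, n = 2) on D30, a log2 fold change of 1.64 (standard error 0.49, adjusted p = 0.256 by edgeR and 0.0421 by DESeq2). The other genes were less certain on D30, at 0.97 (0.47) for MYC, 1.26 (0.99) for KLF4, 2.25 (1.35) for KLF2 and 0.16 (0.59) for MYCL. Without TMG replicate 2 that of MYC was -0.22, that of KLF4 0.02 and that of KLF2 0.27, and without TMG replicate 1 that of MYCL was -0.12. As a set the 6 genes had a median of 1.45 on D30 (adjusted p = 0.0521 over 56 set tests by limma's fry test), and 2 of them passed by edgeR when adjusted over the list alone and 0 over all genes. On D70 the median was 0.557 (adjusted p = 0.674 by limma's fry test). MYC rose by 1.24 (0.47) and MYCL by 1.43 (0.60) on the log2 scale, with both TMG replicates above the controls for MYC only. MYCL had 0.21 without TMG replicate 2, 0.93 without control replicate 1 and 2.24 without control replicate 2. KLF4 had 0.84 (0.97), POU5F1 0.27 (0.95), KLF2 -0.04 (1.24) and MYCN -0.07 (0.48), and each of these 4 changed sign when 1 library was left out.

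**Figure D3:**
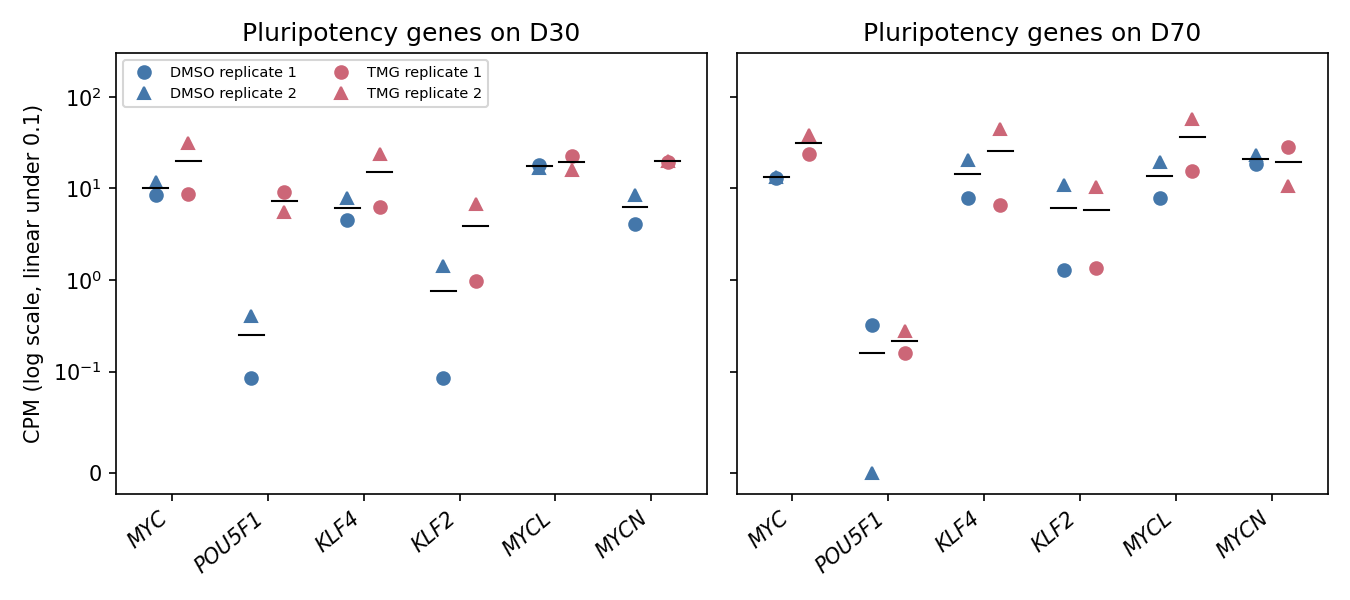
CPM of the 6 genes on D30 and D70 (vertical axis, log scale, linear under 0.1), with 1 point per library and a line at the mean of each arm. POU5F1 is separated between DMSO and TMG on D30, and on D70 its means are 0.161 and 0.218 CPM.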

We also found that the transcription of pluripotency genes *MYC*, *OCT4*, *KLF4*, and other genes such as *KLF2*, *MYCL*, and *MYCN* is elevated in TMG in the later stages (D30 and D70) of neural induction, suggesting the possibility for neoplastic transformation. Furthermore, many of these up-regulated TF genes had their downstream gene targets up-regulated as well in TMG treatment, including known neuronal markers, *NHLH1*, *TAGLN3*, *CHGA*, *CNTN2*, and *STMN2* (Ware et al, 2016) (Supplemental Data 1–4). 

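On D30, CHGA (ENSG00000100604, chromosome 14 from 93389495 to 93401630) had 0.094 and 0.652 CPM in the control replicates and 4.66 and 20.4 CPM in the TMG replicates, a log2 fold change of 4.86 (standard error 1.12, adjusted p = 0.185 by edgeR and 0.000168 by DESeq2), and it passed by edgeR with the replicate number as a block (5.04). CNTN2 (ENSG00000184144) went from 14.0 ± 2.68 to 62.8 ± 10.8 CPM (SD, n = 2), a log2 fold change of 2.16 (0.65, adjusted p = 0.254 by edgeR and 0.0295 by DESeq2). NHLH1 had 2.11 (0.56), STMN2 1.41 (1.05) and TAGLN3 1.16 (0.91), and STMN2 had 0.84 without TMG replicate 2. Both TMG replicates were above both controls for all 5 genes. The set had a median of 2.11 (adjusted p = 0.117 over 56 set tests by limma's fry test), and 3 genes passed by edgeR when adjusted over the list alone while 0 passed over all genes. These genes were chosen by the paper on the same libraries, so the former count is not independent evidence. On D70 the median was 0.138, with 3 of 5 genes higher, and 1 gene passed by edgeR when adjusted over the list alone. With the replicate number as a block the D70 median was -0.0533, with 2 of 5 genes higher, so its sign is uncertain.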

Because the expression of these lineage-specific TFs is tightly controlled epigenetically, we postulated the possibility of a common epigenetic mechanism involved in regulating these TFs due to elevated *O*-GlcNAc levels. To find TF/epigenetic regulator/s, which might be a common regulator of these genes in response to elevated *O*-GlcNAc levels, we used the ENCODE ChIP-Seq Significance Tool. Interestingly we found EZH2 to be enriched at significant levels at most of the genes (>1/3) affected by more than twofold (*P* ≤ 0.05) (Fig S1A). Moreover, we specifically used a list of TF genes affected due to TMG treatment to identify a common chromatin regulator targeting these TFs and again found EZH2 as the most significantly enriched protein at these genes (Fig S1B).

Supplemental Data 1. Ingenuity Pathway Analysis (IPA) was performed on lists of genes affected significantly (*P* < 0.5) in TMG treated cells compared to control on D0 of neural differentiation. Each file has four sheets corresponding to IPA Pathways, IPA functions, IPA Regulators and IPA Netwroks. Z: z-score of the prediction − positive for increased function (red), negative for inhibited (blue) N: number of genes from the analyzed list in the pathway pos: number of upregulated molecules neg: number of downregulated molecules.

Supplemental Data 2. Ingenuity Pathway Analysis (IPA) was performed on lists of genes affected significantly (*P* < 0.5) in TMG treated cells compared to control on D12 of neural differentiation. Each file has four sheets corresponding to IPA Pathways, IPA functions, IPA Regulators and IPA Netwroks. Z: z-score of the prediction − positive for increased function (red), negative for inhibited (blue) N: number of genes from the analyzed list in the pathway pos: number of upregulated molecules neg: number of downregulated molecules.

Supplemental Data 3. Ingenuity Pathway Analysis (IPA) was performed on lists of genes affected significantly (*P* < 0.5) in TMG treated cells compared to control on D30 of neural differentiation. Each file has four sheets corresponding to IPA Pathways, IPA functions, IPA Regulators and IPA Netwroks. Z: z-score of the prediction − positive for increased function (red), negative for inhibited (blue) N: number of genes from the analyzed list in the pathway pos: number of upregulated molecules neg: number of downregulated molecules.

Supplemental Data 4. Ingenuity Pathway Analysis (IPA) was performed on lists of genes affected significantly (*P* < 0.5) in TMG treated cells compared to control on D70 of neural differentiation. Each file has four sheets corresponding to IPA Pathways, IPA functions, IPA Regulators and IPA Netwroks. Z: z-score of the prediction − positive for increased function (red), negative for inhibited (blue) N: number of genes from the analyzed list in the pathway pos: number of upregulated molecules neg: number of downregulated molecules.

**Figure 2.**
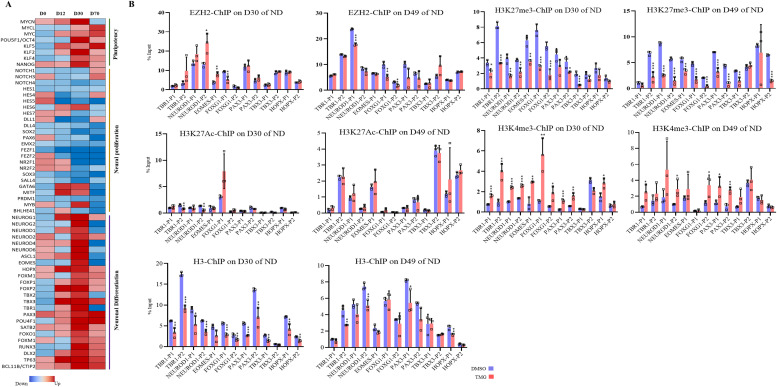
Elevated *O*-GlcNAc levels de-repress neural transcription factor genes known to be regulated by EZH2. **(A)** Heat map of select transcription factor genes identified by Ingenuity Pathway Analysis from the list of significantly affected genes due to ThiametG treatment from all four stages of neural differentiation. **(B)** Chromatin immunoprecipitation assay was performed to analyze the enrichment of EZH2, H3K27me3, H3K27Ac, H3K4me3, and H3 at the promoters (two sites, around −1,000 bp of transcription start site) of *TBR1*, *NEUROD1*, *EOMES*, *FOXG1*, *FOXP2*, *PAX3*, *TBX3*, and *HOPX* using specific antibodies as indicated in ThiametG-treated and DMSO control samples (days 30 and 49 of cortical differentiation). Data represent the mean of three biological replicates ± SD. Statistical analyses (unpaired *t* test) were made between control and treated samples using GraphPad Prism Software. Asterisks represent differences being significant (*P < 0.05, **P < 0.01, ***P < 0.001).

**Figure S1.**
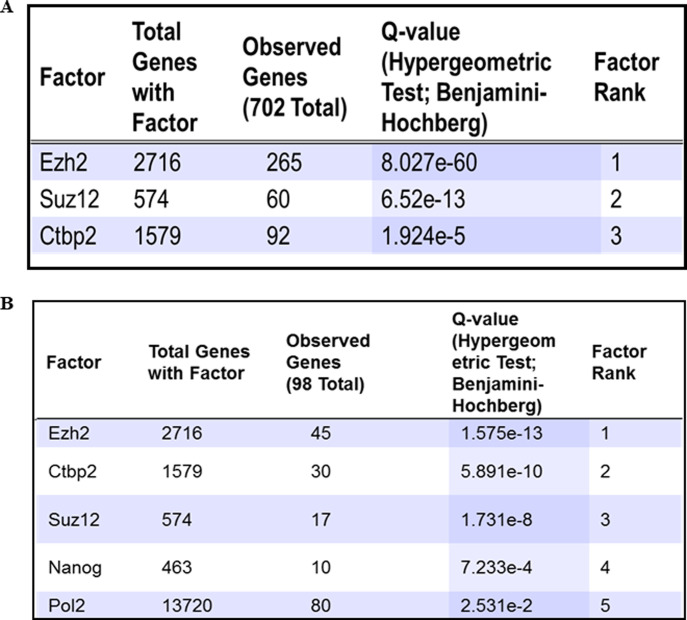
Transcription factor (TF) enrichment analysis identifies EZH2 enriched at differentially expressed genes due to elevated O-GlcNAc levels. **(A, B)** ENCODE ChIP-seq significance tool was used to identify TF enrichment on the list of all genes and (B) lineage-specific TF genes significantly affected (≥2-folds with *P* ≤ 0.5) due to O-GlcNAc elevation during D12, D30, and D70 of cortical neuronal differentiation of human embryonic stem cells.

The role of EZH2 in the process of developmental neurogenesis is well established. Notch signalling effectors (Hes1, Hes5) along with Ezh2 are needed for the repression of proneural genes and neuronal differentiation (Corley & Kroll, 2015). Therefore, reduced expression of notch signalling genes due to TMG as observed in RNA-seq analysis may lead to early de-repression of neurogenic TFs by possibly affecting H3K27me3 levels through EZH2. To test this, we performed chromatin immunoprecipitation (ChIP) assays for EZH2, total H3, H3K27me3, H3K4me3, and H3K27Ac on D30 and D49 of neural differentiation. 

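Among the Notch genes in the RNA-seq data of D30, both TMG replicates were below both control replicates for NOTCH1, NOTCH2, NOTCH4, DLL1, DLL4, HES4, HES5 and HES7, and above them for HES6 and DLL3, which rose by 1.23 (standard error 0.46) and 2.08 (0.93) on the log2 scale. NOTCH1 (ENSG00000148400) had 273 ± 11.6 CPM (SD, n = 2) in control and 185 ± 11.2 in TMG-treated cells, a log2 fold change of -0.56 (standard error 0.50, adjusted p = 0.71 by edgeR). NOTCH2 had -0.31 (0.24), NOTCH4 -1.05 (0.55), HES4 -0.60 (0.67) and HES7 -1.18 (0.48). NOTCH3 had -0.07 (0.25), which became 0.02 without control replicate 2. Without TMG replicate 1 and without TMG replicate 2, NOTCH2 had -0.55 and -0.09 and NOTCH4 -1.72 and -0.59, and HES4 had -0.37 without control replicate 1. EZH2 transcripts were at 38.1 CPM in control and 45.8 CPM in TMG-treated cells (log2 fold change 0.26, standard error 0.19, adjusted p = 0.634 by edgeR).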

We then performed real-time PCR using the ChIP’d DNA to analyze the levels of these proteins on the promoters of the selected neurogenic TFs that were up-regulated in TMG treatment (Fig 2A) on D30 and D49 of neural differentiation. EZH2 levels showed little change upon TMG treatment at the seven genes analyzed, with significant effects seen only at *NEUROD1*, *EOMES*, and *FOXG1* (Fig 2B). In contrast, the levels of H3K27me3 were significantly reduced (an average of twofold) at most of the gene promoters analyzed in TMG-treated cells compared with controls, whereas H3K4me3 levels were significantly increased (an average of twofold) at both D30 and D49 stages for these promoters. However, reduced levels of H3K27me3 were not accompanied by significant increase in H2K27Ac levels (Fig 2B). In addition, the levels of H3 were slightly lower at many of these promoters in the TMG-treated cells, consistent with nucleosome depletion at the promoters of active genes (Ozsolak et al, 2007). This depletion was substantially less than that seen for H3K27me3, so that the latter effect could not be accounted for decreased levels of H3. Thus, the levels of H3K27me3 were reduced and H3K4me3 increased on these gene promoters in TMG, despite little change in the recruitment of EZH2.

### Epigenetic dysregulations due to sustained *O*-GlcNAc levels during embryonic neurogenesis

Previous studies have shown that the stability and catalytic activity of EZH2 are affected through its posttranslational modification, including acetylation, phosphorylation, and methylation (Wan et al, 2015, 2018; Zeng et al, 2019). In addition, EZH2 is also found to be *O*-GlcNAcylated (Pereira et al, 2010; Chu et al, 2014; Lo et al, 2018). However, whether EZH2 is *O*-GlcNAcylated during embryonic neurogenesis and the function of *O*-GlcNAcylated EZH2 during neurogenesis is not known. To address this, we examined *O*-GlcNAcylation of EZH2 by co-immunoprecipitation coupled with Western blotting. We first immunoprecipitated EZH2 using an anti-EZH2 antibody from cells at D0, D12, D30, and D49 stages of neural differentiation, followed by Western blotting using an anti-*O*-GlcNAc antibody. We found that EZH2 is *O*-GlcNAcylated in undifferentiated hESCs and at all three stages of neural differentiation analyzed. Moreover, we did see a subtle increase in EZH2 *O-*GlcNAcylation in TMG-treated cells at D0 (1.9-folds) compared with control (Fig 3A and B). It is reported that *O*-GlcNAc on serine/threonine amino acid residues can compete with the phosphorylation of the same amino acids (Butkinaree et al, 2010). To test this, we performed immunoblotting of IP’d EZH2 using anti-serine/threonine phospho-antibody. Similar to *O*-GlcNAcylation, EZH2 was phosphorylated in undifferentiated hESCs and at all stages of neural differentiation; however, no major difference of EZH2 phosphorylation was observed between control and TMG-treated cells except a very subtle decrease (1.24-fold) on D30 in TMG (Fig 3A and B).

**Figure 3.**
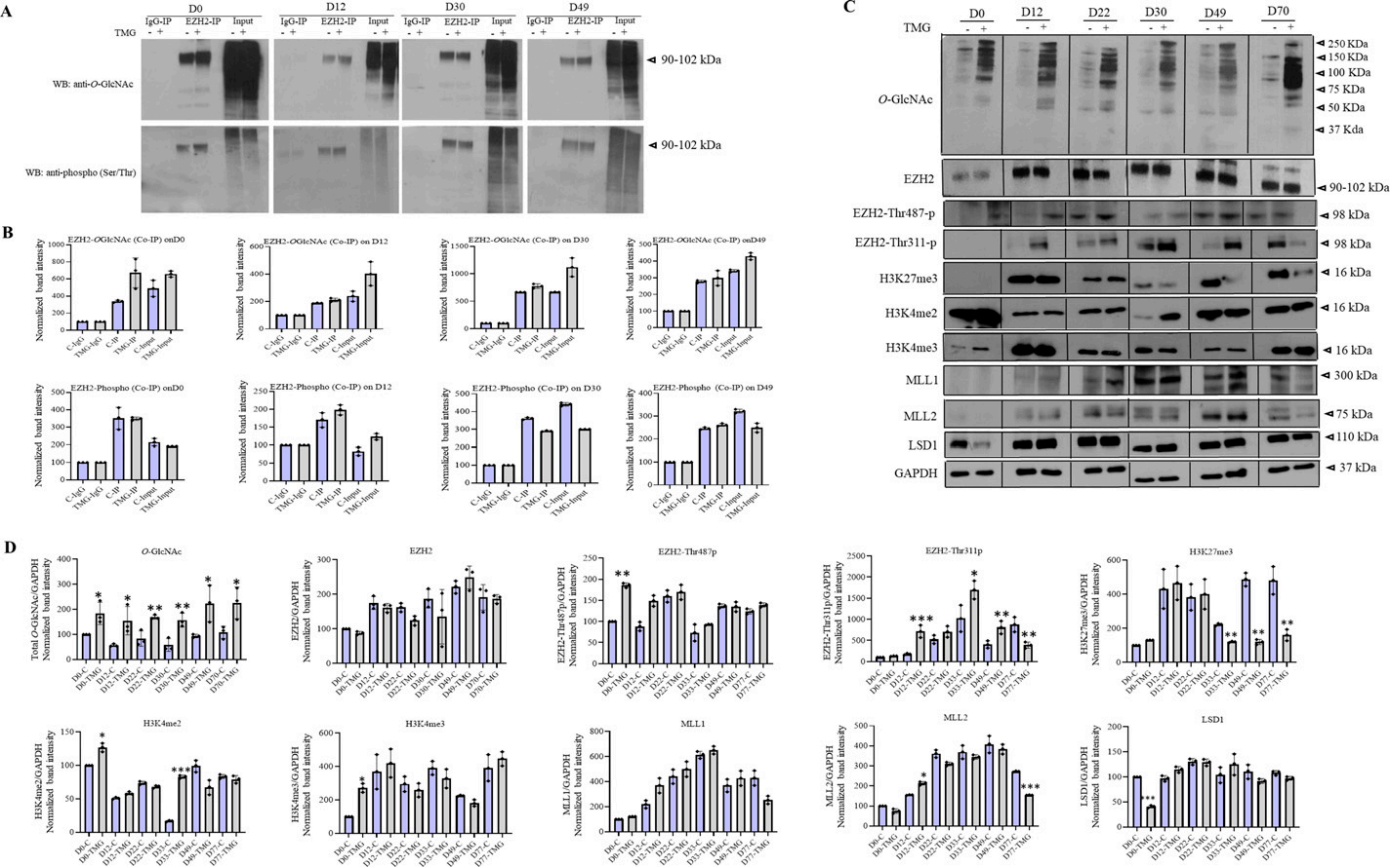
Effect of elevated *O*-GlcNAc levels on EZH2 and histone modifications. **(A)** Co-immunoprecipitation was performed on cell lysate from ThiametG-treated and DMSO control samples from D0, D12, D30, and D49 of cortical differentiation using anti-EZH2 antibody followed by Western blotting of IP’d samples using anti-*O*-GlcNAc and anti-phospho(Ser/Thr) antibodies. IP with IgG was used as control. Input is the total cell lysate. **(B)** Densitometric quantitation of Western blots from panel (B). Data shown are mean ± SD of three biological replicates. **(C)** Western blotting was performed for *O*-GlcNAc, EZH2, EZH2-Thr487p, EZH2-Thr311p, H3K27me3, H3K4me2, H3K4me3, MLL1, MLL2, LSD1, and GAPDH on ThiametG-treated and DMSO control samples from D0, D12, D22, D30, D49, and D70 of cortical differentiation of H9 cells. The expression of GAPDH was used as the loading control. **(D)** Densitometric quantitation of Western blots from panel (C). The values are expressed as a percentage relative to the values for D0-DMSO samples set as 100%. Data represent the mean of three biological replicates ± SD. Statistical analyses (unpaired *t* test) were made between control and treated samples using GraphPad Prism Software. Asterisks represent differences being significant (*P < 0.05, **P < 0.01, ***P < 0.001).

To test whether EZH2 *O*-GlcNAcylation/phosphorylation may have affected its expression, we performed Western blotting for EZH2 on control and TMG-treated cells from D0, D12, D22, D30, D49, and D70 of neural differentiation. Using anti-*O-*GlcNAc antibody, we confirmed that the levels of total *O*-GlcNAc were high in all these stages in TMG-treated cells (Fig 3C and D). However, no significant difference was observed in the levels of EZH2 in TMG-treated cells compared with control cells at any of these stages of differentiation. However, these results did not rule out the possibility of changes in a specific modification site on EZH2 due to elevated *O*-GlcNAc levels. Therefore, we analyzed the level of EZH2 phosphorylation at two specific threonine (Thr) residues, Thr311 and Thr487. These EZH2 phosphorylations are reported to inhibit the H3K27 methyltransferase catalytic activity of EZH2 (Wei et al, 2011; Wan et al, 2018). Interestingly, we found EZH2-Thr487p to be higher in TMG on D0 but did not change at any other stage of differentiation. In contrast, EZH2-Thr311p was highly up-regulated at all stages of neural differentiation in TMG-treated cells starting from D12 except on D70 where it had an opposite effect (Fig 3C and D). We also analyzed global H3K27me3, H3K4me3, and H3K4me2 and H3 levels and found H3K37me3 to be reduced in TMG on D30, D49, and D70 similar to what was reported previously due to EZH2-Thr311p (Wan et al, 2018). The levels of H3K4me2 was significantly elevated on D30 in TMG-treated cells, whereas no significant change in the levels of H3K4me3 was found at any stage of neural differentiation except increased levels on D0 in TMG treatment (Fig 3C and D). We also analyzed the expressions of H3K4 methyltransferases, MLL1 and MLL2 and H3K4 demethylase LSD1. No consistent change was observed between control and TMG-treated cells for these histone modifying enzymes, except the levels of MLL2 were slightly higher on D12 and reduced on D70, whereas LSD1 reduced on D0 in TMG-treated cells.

In summary, these results led us to conclude that many of the up-regulated genes due to elevated *O*-GlcNAc levels are key neurogenic TFs and they showed reduced H3K27me3 and increased H3K4me3 on their promoters in TMG treatment. Although the binding of EZH2 on these promoters was not changed, increased EZH2-Thr311 phosphorylation due to TMG treatment could have led to the reduced H3K27 methylation levels observed. The increase in EZH2-Thr311p is evidently not due to competition with *O*-GlcNAc at the same residue; further studies will be needed to ascertain the mechanism behind this increase in phosphorylation.

### Effect of maternal hyperglycemia on protein *O*-GlcNAcylation and embryonic cortical neurogenesis

Protein *O*-GlcNAcylation is considered a major nutrient sensor and contributes to the pathology associated with hyperglycemia (Ma & Hart, 2013; Vasconcelos-Dos-Santos et al, 2018). Epidemiological and animal studies have linked hyperglycemia during pregnancy with adverse neurodevelopmental outcomes in the offspring (Kong et al, 2020; Chen et al, 2021). A recent study using a mouse model of maternal hyperglycemia has reported defects in cortical layer formation with concomitant early neuronal differentiation (Ji et al, 2019). We have also observed early and increased cortical neurogenesis in our in vitro hESCs’ neuronal differentiation due to sustained *O*-GlcNAc levels (Parween et al, 2017), and it is known that hyperglycemia increases global *O*-GlcNAc levels inside the cells. So we reasoned that increased *O*-GlcNAc levels due to maternal hyperglycemia could play a role in the defective cortical differentiation as observed in these previous studies. We used a rat model of pre-gestational maternal hyperglycemia to test the role of increased *O*-GlcNAcylation in embryonic neurogenesis. Female Wistar rats were treated with streptozotocin before mating to induce hyperglycemia during the early stages of pregnancy. Glucose levels were measured to confirm hyperglycemia (Table S1). The embryos of both control and hyperglycemic animals were collected at E14.5, E16.5, and E18.5, and the frontal lobe was dissected out under a dissection microscope. Western blotting was performed to check the effect of hyperglycemia on global protein *O*-GlcNAc levels in the developing embryo brains of hyperglycemic rats and was compared with controls. We found a modest but significant increase in the levels of *O*-GlcNAc on all three stages, E14.5, E16.5, and E18.5, in hyperglycemic embryo brains compared with controls (Fig 4A and B). Next, we checked the expression of cell proliferation marker PCNA and neuronal marker β-tubulin III. As reported previously in mice the expression of PCNA was low in hyperglycemic embryos at E14.5 but was slightly elevated at E16.5, whereas β-tubulin III was significantly up-regulated at E14.5 (Ji et al, 2019). We also checked the expression of NSC proliferation marker, Pax6 and NSC differentiation genes, Eomes and Tbr1, which had shown increased expression due to elevated *O*-GlcNAc levels in our hESCs’ neuronal differentiation experiment (Parween et al, 2017). Indeed, the expression of Pax6 was low in hyperglycemic embryos at E14.5 and E16.5, whereas the expression of both Eomes and Tbr1 were up-regulated (Fig 4A and B), similar to what we have observed under high *O*-GlcNAc conditions.

Table S1 Blood glucose levels were analyzed in control and animals treated with streptozotocin.

**Figure 4.**
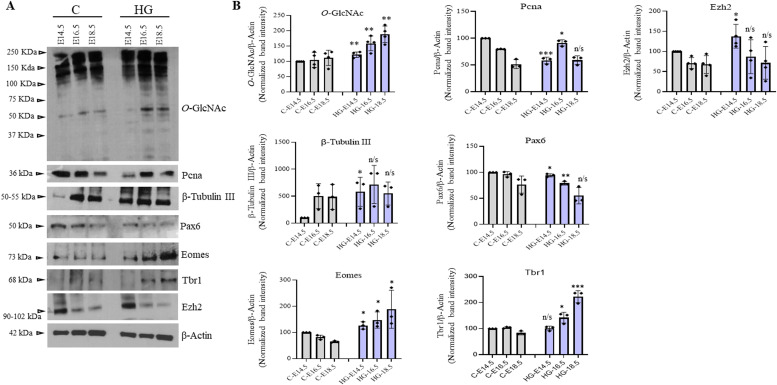
Effect of maternal hyperglycemia on the expression of markers of embryonic neurodevelopment. **(A)** Protein expression analysis by Western blotting was performed on embryo brain cortices from E14.5, E16.5, and E18.5 of hyperglycemia and control rats using anti-*O*-GlcNAc, PCNA, β-Tubulin III, Pax6, Eomes, Tbr1, and Ezh2 antibodies. The expression of β-Actin was used as the loading control. The results are representative of three independent biological replicates. **(A, B)** Densitometric quantitation of Western blots from panel (A). Data shown are mean ± SD of three biological replicates. Statistical analyses (unpaired *t* test) were made between control and hyperglycemia samples for each developmental stage using GraphPad Prism Software. Asterisks represent differences being significant (*P < 0.05, **P < 0.01, ***P < 0.001).

These results confirm that maternal hyperglycemia reduces stem cell proliferation and increases neuronal differentiation during development in the offspring, as previously reported (Ji et al, 2019). Importantly, these results also suggest that increased protein *O*-GlcNAc levels could be responsible for the defective corticogenesis observed due to maternal hyperglycemia in the embryos.

### Maternal hyperglycemia leads to epigenetic dysregulations in the developing embryo brains

To test whether *O*-GlcNAc–mediated epigenetic dysregulations also occur due to maternal hyperglycemia, we performed ChIP analysis of H3, H3K27me3, and H3K4me3 on embryo brain cortices from normal and hyperglycemic embryos from three developmental stages, E14.5, E16.5, and E18.5 described above. ChIP’d DNA was PCR amplified for promoter regions of seven neurogenic TF genes, *Tbr1*, *Neurod1*, *Eomes*, *Foxg1*, *Foxp2*, *Tbx3*, and *Ngn2*. Similar to what was observed due to TMG treatment in hESCs’ neuronal differentiation experiment, the levels of H3K4me3 were significantly higher (an average of 2.3-fold with *P* ≤ 0.5), and H3K27me3 were reduced (an average of 4.5-fold with *P* ≤ 0.5) on all of these gene promoters in E14.5 brain cortices in hyperglycemia. We also noticed consistently lower H3 occupancy at this stage in hyperglycemic conditions (Fig 5A–C). At E16.5 and E18.5, H3K4me3 remained high significantly in hyperglycemia except for *Eomes* (no change) and *Ngn2* (reduced). Whereas, the levels of H3K27me3 remained lower in hyperglycemia at these two stages except for *Eomes* and *Foxg1* (no change) and *Ngn2* (showed up-regulation) at E16.5 and no change was observed for *Eomes* on E18.5. The total H3 also showed a subtle decrease at E18.5 consistent with what was observed at E14.5; however, at E16.5, an opposite trend was observed where H3 levels showed a modest increase in hyperglycemia on all promoters analyzed except *Neurod1* (Fig 5A–C).

**Figure 5.**
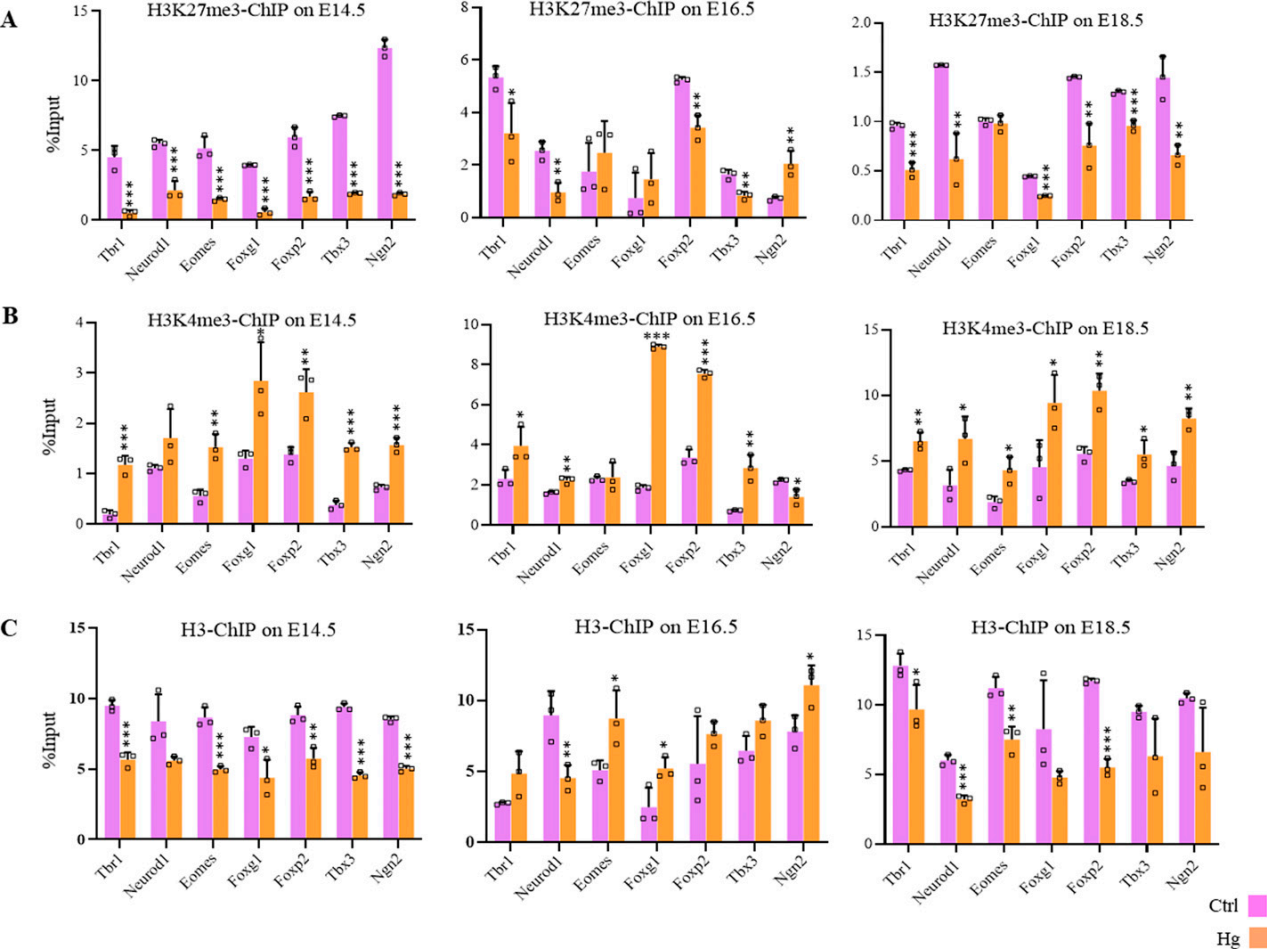
Effect of maternal hyperglycemia on promoter histone methylation during embryonic neurodevelopment. **(A, B, C)** Embryo brain cortices from E14.5, E16.5, and E18.5 of hyperglycemic (Hg) and control (Ctrl) rats were used to perform chromatin immunoprecipitation assay for H3, H3K4me3 and H3K27me3 using chromatin immunoprecipitation grade antibodies. ChIP’d DNA was analyzed by real-time qPCR for the promoter regions of *Tbr1*, *Neurod1*, *Eomes*, *Foxg1*, *Foxp2*, *Tbx3*, and *Ngn2*. Data represent the mean of three biological replicates ± SD. Statistical analyses (unpaired *t* test) were made between control (Ctrl) and hyperglycemia (Hg) samples using GraphPad Prism Software. Asterisks represent differences being significant (*P < 0.05, **P < 0.01, ***P < 0.001).

These results suggest that maternal hyperglycemia affects promoter bivalency on key neurogenic TF genes in the developing embryo brains. This also raises the possibility that increased *O*-GlcNAcylation due to maternal hyperglycemia could be responsible for de-repression of these genes due to an imbalance of bivalent marks on promoters.

### Maternal hyperglycemia and *O*-GlcNAc elevation affect H2B *O*-GlcNAcylation and H2B mono-ubiquitination and up-regulate Pol II Serine phosphorylation

Previous studies have shown histone H2B to be *O*-GlcNAcylated at serine 112, promoting H2B mono-ubiquitination at lysine 120 (Fujiki et al, 2011; Xu et al, 2014). Moreover, H2BK120 mono-ubiquitination stimulates H3K4me3 in humans and other organisms (Zhu et al, 2005; Kim et al, 2009). Other studies have reported that the role of OGT is to promote H3K4me3 in a TET2/TET3 dependent manner (Deplus et al, 2013).

We have seen that H3K4me3 levels were increased due to elevated *O*-GlcNAc levels at D30 and D49 of neural differentiation and also due to maternal hyperglycemia at the neurogenic TF gene promoters. So we asked whether the levels of H2BS112*O*-GlcNAcylation and H2BK120Ub1 are also altered on these neurogenic TF gene promoters due to elevated *O*-GlcNAc levels. To address this, we performed ChIP using anti-H2B S122-*O*GlcNAc and anti-H2BK120Ub1 antibodies on hESCs from D30 and D49 of neural differentiation. We used the ChIPed DNA and performed RT-qPCR on six TF genes (*TBR1*, *NEUROD1*, *EOMES*, *FOXG1*, *FOXP2*, and *PAX3*) which were up-regulated on D30 of neural differentiation in TMG treatment and three genes (*NR2E1*, *HES5*, and *FEZF2*) which were down-regulated. 

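In the RNA-seq libraries of D30, FOXP2 (ENSG00000128573) had a mean of 2.21 CPM in control and 3.01 and 56.0 CPM in the TMG replicates (log2 fold change 3.71, standard error 1.32, adjusted p = 0.31 by edgeR and 0.0358 by DESeq2), and without TMG replicate 2 its log2 fold change was 0.43. PAX3 (ENSG00000135903) had 64.0 ± 22.1 and 168 ± 11.4 CPM (SD, n = 2), a log2 fold change of 1.39 (0.85). The mean of NEUROD1 was higher in TMG with a standard error of 1.86 on the log2 scale, larger than its change. HES5 (ENSG00000197921) had 21.4 ± 13.4 CPM (SD, n = 2) in control and 8.21 ± 0.897 in TMG, a log2 fold change of -1.38 (1.33), which was -0.54 without control replicate 1. NR2E1 (ENSG00000112333) had 7.41 ± 1.89 and 5.55 ± 1.39 CPM (SD, n = 2), a log2 fold change of -0.41 (1.03) that ranged from -0.69 to -0.13 with a library left out, and its replicates overlapped. None of the 12 genes taken to ChIP passed by edgeR, adjusted over the list alone or over all genes, and 2 had an unadjusted p under 0.05.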

We did not find a consistent change in the occupancy of H2B S122-*O*GlcNAc and H2BK120Ub1 due to TMG on these promoters. However, a subtle reduction in H2B occupancy was seen at some of these promoters on both D30 and D49 in TMG, whereas four of the nine genes (*TBR1*, *PAX3*, *NR2E1*, and *FEZF2*) showed increased H2B occupancy at D49 in TMG. Similarly, H2B S122-*O*GlcNAc were also increased for these same genes at D49 whereas the levels of H2BK120Ub1 were elevated on all genes promoters tested except for *HES5*. However, on D30, only *NEUROD1* and *FOXP2* showed more than twofolds increase for H2BK120Ub1 in TMG. Thus, unlike H3K4me3 and H3K27me3 levels, which showed consistent changes on all promoters analyzed on both D30 and D49 in TMG, clear changes were not observed for H2B S122-*O*GlcNAc and H2BK120Ub1 (Fig 6A and B).

**Figure 6.**
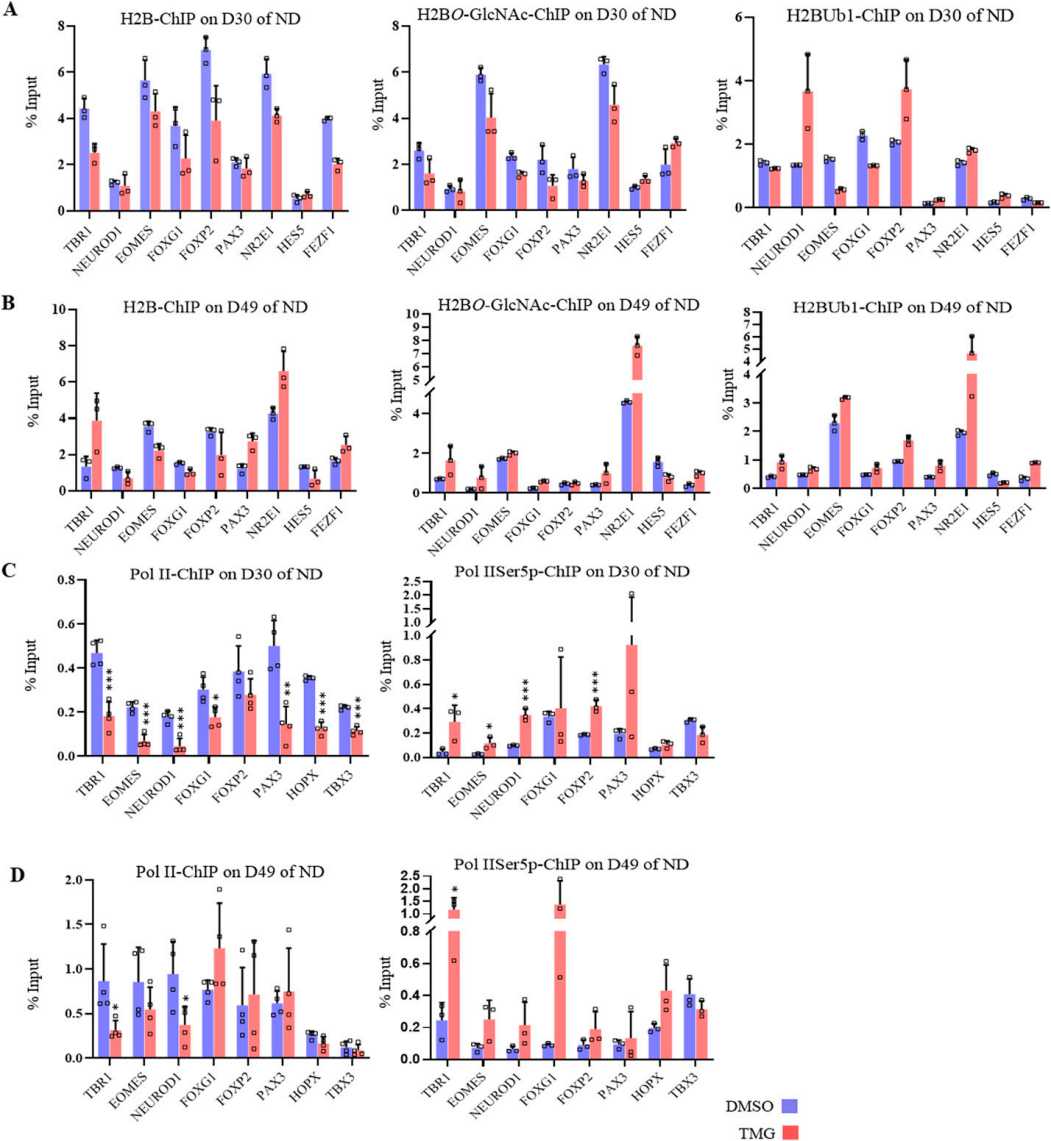
Effect of high *O*-GlcNAc levels on promoter H2B *O*-GlcNAcylation/mono-ubiquitination and Pol II-Serine5/2 phosphorylation. **(A, B, C, D)** Chromatin immunoprecipitation assay was performed to analyze the enrichment of histone, H2B, H2BS112*O*-GlcNAc and H2BK120Ub1at the promoter (A, B) and unmodified Pol II, and Pol II-Ser5p (C, D) at 5′ of the coding region of the gene of *TBR1*, *NEUROD1*, *EOMES*, *FOXG1*, *FOXP2*, *PAX3*, *NR2E1*, *HES5*, and *FEZF1* using chromatin immunoprecipitation grade antibodies as indicated in ThiametG-treated and DMSO control samples (day 30 and 49 of cortical differentiation). Data represent the mean of three biological replicates ± SD. Statistical analyses (unpaired *t* test) were made between control and treated samples using GraphPad Prism Software. Asterisks represent differences being significant (*P < 0.05, **P < 0.01, ***P < 0.001).

Previous reports have also shown that H2B mono-ubiquitin positively regulated transcription by RNA Pol II (Pavri et al, 2006; Tanny et al, 2007). Therefore, we decided to analyze by ChIP the recruitment of unmodified-Pol II (un-Pol II) and Ser5p-Pol II (associated with active transcription initiation) on eight neurogenic TF genes (*TBR1*, *EOMES*, *NEUROD1*, *FOXG1*, *FOXP2*, *PAX3*, *HOPX*, and *TBX3*) which have shown transcriptional up-regulation in TMG. ChIP performed on D30, and D49 of neural differentiation in control and TMG-treated cells showed decreased un-Pol II occupancy on all these genes on D30 and at some of the genes on D49 in TMG. In contrast, the levels of Ser5p-Pol II were consistently elevated on most of the promoters in TMG on both D30 and D49 (Fig 6C and D) (asterisks indicate differences being significant). These results suggest a general increase in active transcription of these genes due to TMG, resulting in transcriptional up-regulation observed for these genes on D30 in RNA-seq data.

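TBX3 (ENSG00000135111), on chromosome 12 from 115108060 to 115121980, had 1.60 and 1.41 CPM in the control replicates and 10.2 and 14.4 CPM in the TMG replicates of D30, a log2 fold change of 3.03 (standard error 1.30, adjusted p = 0.393 by edgeR). With each library left out in turn it ranged from 2.76 to 3.26.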

It has also been reported that the levels of histone *O*-GlcNAcylation fluctuate in response to extracellular glucose (Fujiki et al, 2011). As we have already observed the global *O*-GlcNAc to be high in the embryo’s brain of hyperglycemic animals compared with controls, we performed Western blotting to analyze the expression of total H2B, H2BS122*O*GlcNAc, and H2BK120Ub1 from all three developmental stages, E14.5, E16.5, and E18.5. The levels of total H2B decreased gradually from E14.5 to E18.5; however, no significant difference was observed in the levels of total H2B (except a modest reduction at E18.5) and H2BK120Ub1 between control and hyperglycemic embryos. In contrast, the levels of H2BS122*O*GlcNAc was higher in the embryos from hyperglycemic mothers at all three stages (Fig 7A and B) and were significant at E14.5 and E18.5. We then performed ChIP for total H2B, H2BS122*O*GlcNAc, and H2BK120Ub1 from all these developmental stages (E14.5, E16.5, and E18.5) from hyperglycemic and control embryos brains and performed RT-qPCR for the seven TF genes, *Tbr1*, *Neurod1*, *Eomes*, *Foxg1*, *Foxp2*, *Tbx3*, and *Ngn2*. We found that the levels of total H2B were low at all seven genes at E14.5 and E18.5; however, at E16.5, an opposite trend was observed on all genes except *Foxg1* and *Ngn2*. A general increase in the levels of H2BS122*O*GlcNAc was seen in case of hyperglycemia compared with controls at all genes except *Foxp2* at E14.5 and *Ngn2* at E16.5. On the other hand, H2BK120Ub1 levels did not change at E14.5, whereas a general increase was seen in hyperglycemic embryos for all genes at E16.5 and E18.5 except *Tbx3* on E18.5 (Fig 7C–E).

**Figure 7.**
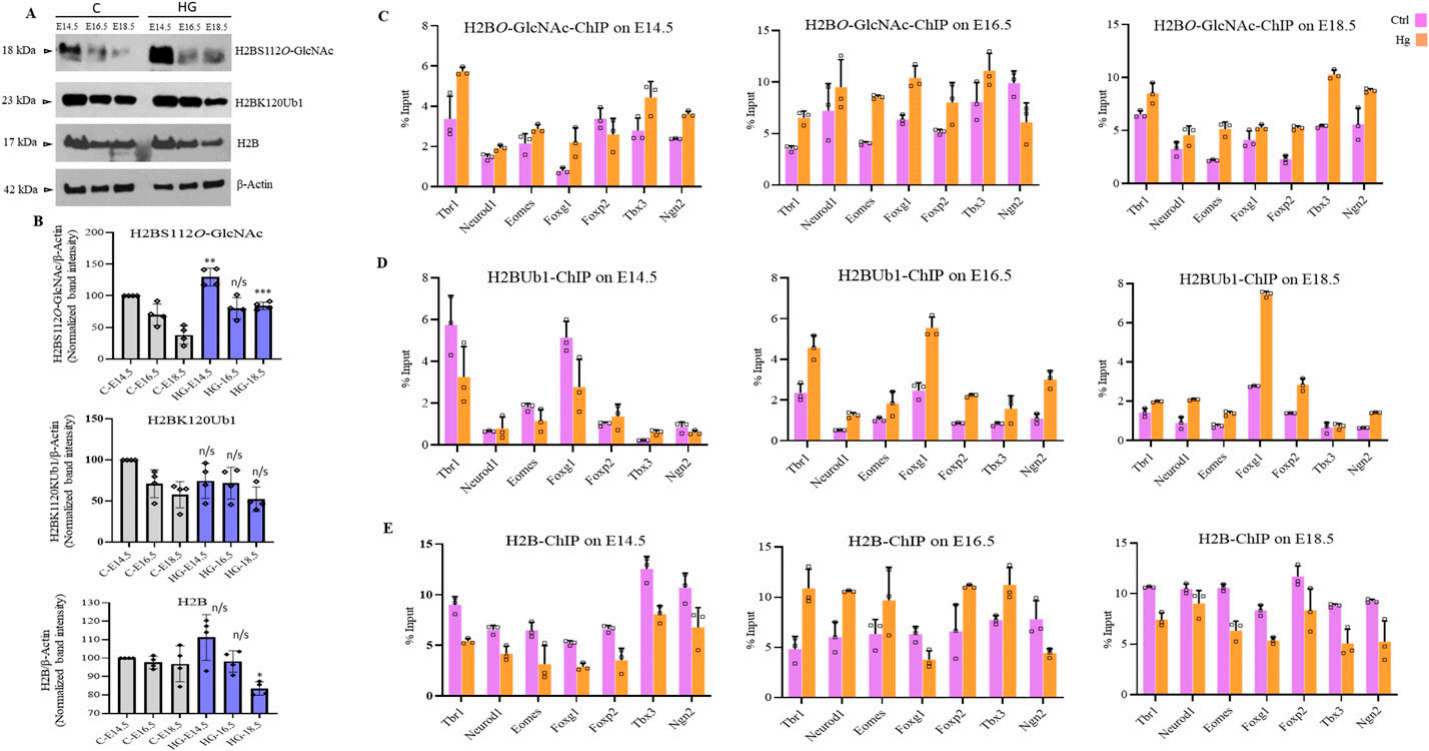
Effect of maternal hyperglycemia on histone H2B *O*-GlcNAcylation/mono-ubiquitination during embryonic neurodevelopment. **(A)** Protein expression analysis by Western blotting was performed on embryo brain cortices from E14.5, E16.5, and E18.5 of hyperglycemia (HG) and control (C) rats using anti-H2B, H2BS112*O*-GlcNAc, and H2BK120ub1 antibodies. The expression of β-Actin was used as the loading control. **(B)** Densitometric quantitation of Western blots from panel (B). Data shown are mean ± SD of three biological replicates. Statistical analyses (unpaired *t* test) were made between control and hyperglycemia samples for each developmental stage using GraphPad Prism Software. Asterisks represent differences being significant (*P < 0.05, **P < 0.01, ***P < 0.001). **(C, D, E)** Embryo brain cortices from E14.5, E16.5, and E18.5 of hyperglycemic (Hg) and control (Ctrl) rats were used to perform chromatin immunoprecipitation assay for H2B, H2BS112*O*-GlcNAc and H2BK120ub1 using chromatin immunoprecipitation grade antibodies. ChIP’d DNA was analyzed by real-time qPCR for the promoter regions of *Tbr1*, *Neurod1*, *Eomes*, *Foxg1*, *Foxp2*, *Tbx3*, and *Ngn2*. Data shown are mean ± SD of three biological replicates.

We also performed ChIP for un-Pol II and Pol II-Ser5p and analyzed the enrichment in control and hyperglycemia at the promoters of the same seven genes as above. The changes in the recruitment of un-Pol II in hyperglycemia compared with control on these genes was inconsistent for most genes except *Foxg1* which showed increased un-Pol II occupancy in hyperglycemia on all three stages, E14.5, E16.5, and E18.5 (Fig 8A). In contrast to this, the levels of Pol II-Ser5p were consistently and significantly higher in hyperglycemia for all genes analyzed except *Eomes* at E14.5, *neurod1* at E16.5, and *Ngn2* at E18.5 (Fig 8B). This is similar to what was observed in hESCs’ neuronal differentiation on D30 and D49, where an increased occupancy of Pol IISer-5p was observed at many of the gene promoters analyzed (Fig 6C and D).

**Figure 8.**
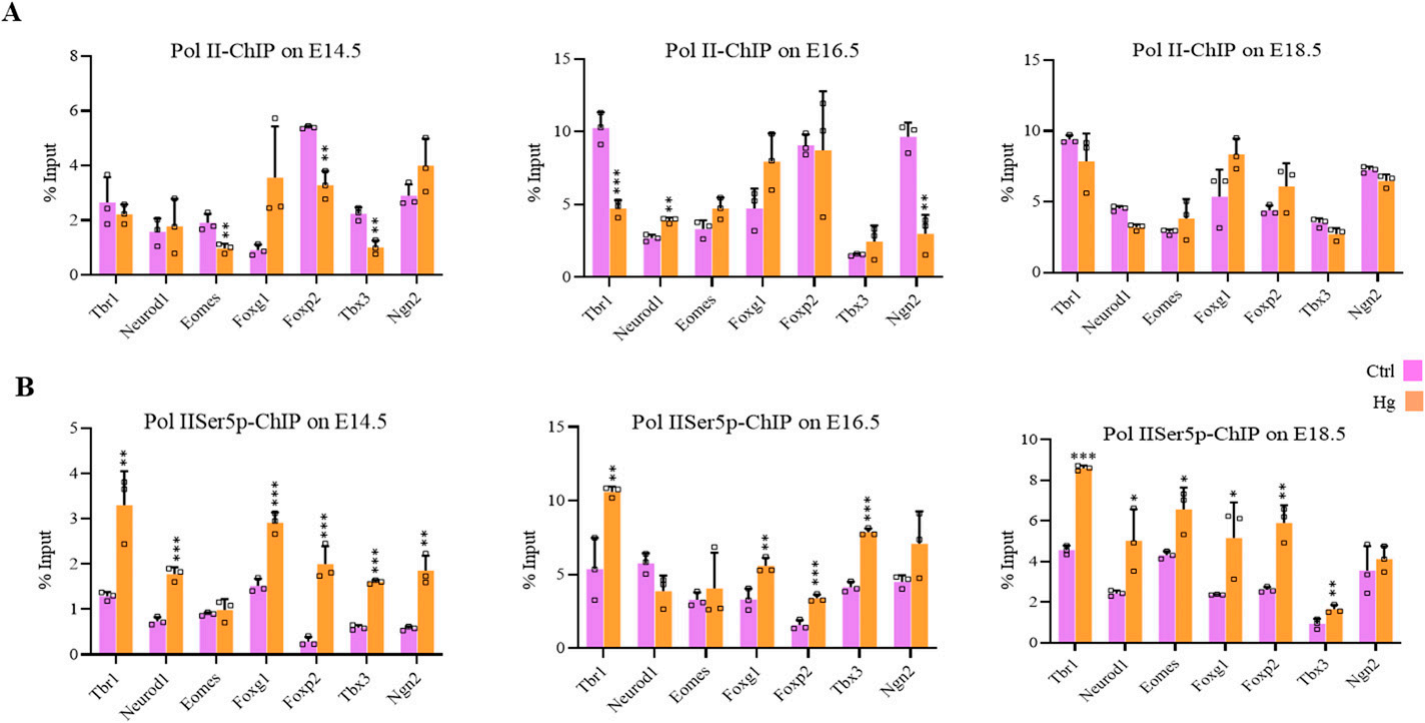
Effect of maternal hyperglycemia on Pol II-Serine5/2 phosphorylation during embryonic neurodevelopment. **(A, B)** Embryo brain cortices from E14.5, E16.5, and E18.5 of hyperglycemic (Hg) and control (Ctrl) rats were used to perform chromatin immunoprecipitation assay for unmodified Pol II and Pol II-Ser5p using chromatin immunoprecipitation grade antibodies. ChIP’d DNA was analyzed by real-time qPCR to analyze recruitments at 5′ of the coding region of the gene of *Tbr1*, *Neurod1*, *Eomes*, *Foxg1*, *Foxp2*, *Tbx3*, and *Ngn2*. Data represent the mean of three biological replicates ± SD. Statistical analyses (unpaired *t* test) were made between control (Ctrl) and hyperglycemia (Hg) samples using GraphPad Prism Software. Asterisks represent differences being significant (*P < 0.05, **P < 0.01, ***P < 0.001).

These results show that hyperglycemia results in global up-regulation of H2B-*O*GlcNAcylation at S112 and increased occupancy on the promoters of neurogenic TF genes analyzed even though the trend is not entirely consistent for all genes analyzed. This probably could have led to increased H2BK120Ub1 on these genes as well. However, this was not the case during hESCs’ neuronal differentiation. Notably, both increased *O*-GlcNAc levels in human hESCs derived neural cells and hyperglycemia in animals led to consistently increased Pol II-Ser5p occupancy on these genes. This is also consistent with the gene up-regulation due to elevated *O*-GlcNAc levels observed in RNA-seq data.

### OGT inhibition restored maternal hyperglycemia-mediated molecular changes in the embryo brain

The above experiments showed similar epigenetic dysregulations in the developing embryo brain cortices due to maternal hyperglycemia to that observed due to elevated *O*-GlcNAc levels during hESCs’ neuronal differentiation, especially the decreased H3K27me3 and increased H3K4me3 levels on the gene promoters analyzed. To confirm whether these maternal hyperglycemia-induced epigenetic changes were indeed due to increased *O*-GlcNAc levels, we injected pregnant hyperglycemic rats with OGT inhibitor ST045849 for 4 d (E9.5 to E13.4) and collected embryo brain cortices at E14.5. Western blotting on control (C), hyperglycemia (HG), and hyperglycemia treated with ST045849 (ST) rat embryo brains showed elevated *O*-GlcNAc levels due to HG compared with C, which was reduced to almost normal levels after treatment with ST. This result suggested that ST had successfully inhibited OGT action in the embryo brain, similar to what was reported previously (Kim et al, 2017). We next performed Western blottings for Ezh2-Thr311p, Ezh2-Thr487p, Ezh2, histone H3, H3K4me2, H3K4me3, H3K27me3, and histone modification enzymes, Mll1, Mll2, and Lsd1 using these rat embryo brain cortices (Fig 9A). Interestingly, we found the levels of Ezh2-Thr311p to be significantly elevated in HG compared with C and this was reduced to almost C levels due to OGT inhibition. This again is consistent with the increased EZH2-Thr311p observed due to TMG treatment during hESCs’ neuronal differentiation (Fig 3C and D). The levels of Ezh2-Thr487p was also elevated in HG but did not reduce due to ST treatment, whereas levels of total Ezh2 did not change (Fig 9A and B). Among the histone modifications, both H3K4me2 and H3K4me3 were elevated in HG; however, only H3K4me2 levels were reduced significantly after ST treatment. The levels of both H3K27me3 and total H3 did not change. Interestingly, the expression of Mll1 was elevated significantly in HG and drastically reduced due to OGT inhibition, whereas Mll2 and Lsd1 did not show any change in HG or treatment with ST (Fig 9A and B). We also found that the expression of neuronal TF genes, Eomes and Tbr1 and neuronal marker, β-Tubulin III up-regulated in HG was reduced to almost C levels due to ST treatment (Fig S2).

**Figure 9.**
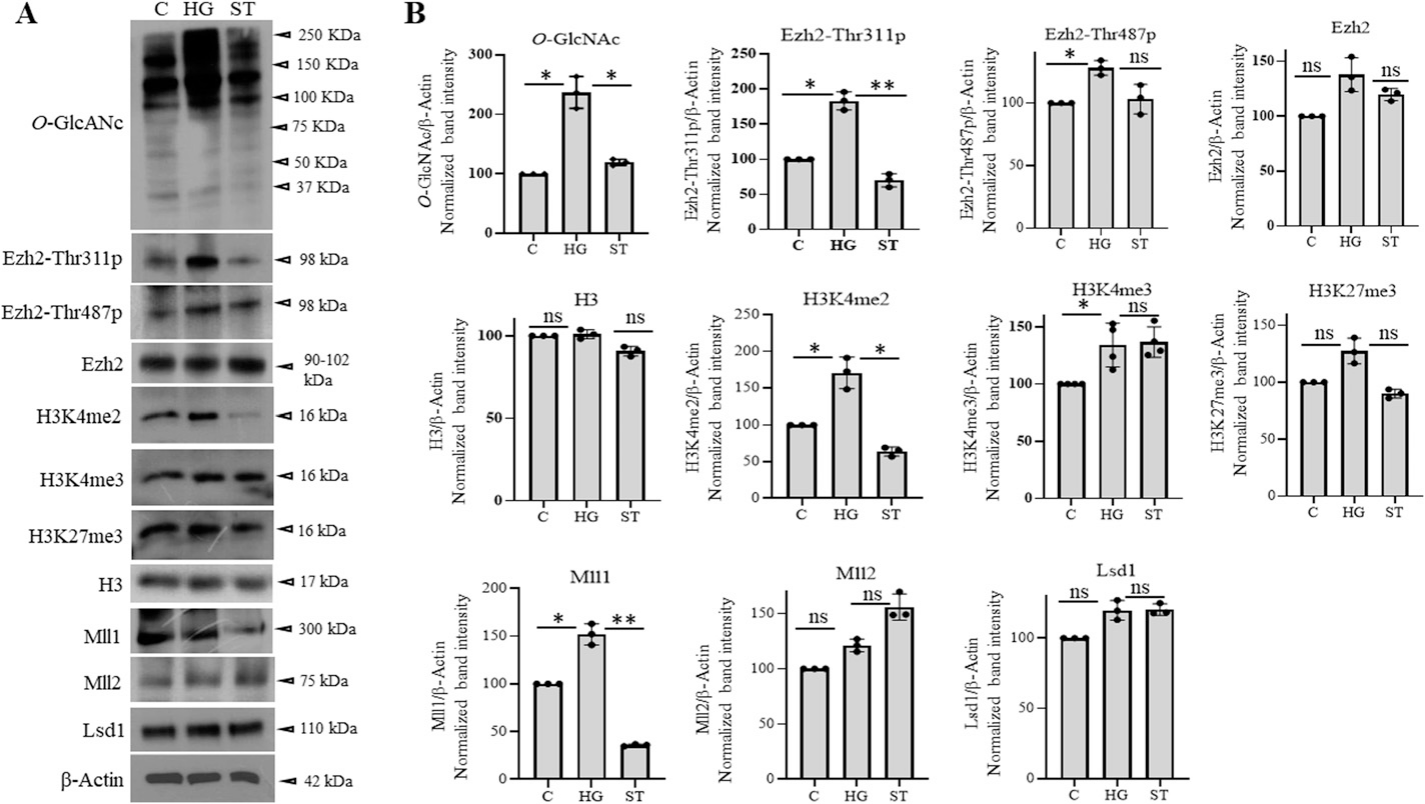
The effect of *O*-GlcNAc transferase inhibition on maternal hyperglycemia-mediated molecular changes in developing embryo brains. **(A)** Protein expression analysis by Western blotting was performed on embryo brain cortices from E14.5 of control (C), hyperglycemic (HG), and hyperglycemic treated with *O*-GlcNAc transferase inhibitor, ST045849 (ST) rats using anti-*O*-GlcNAc, Ezh2-Thr311p, Ezh2-Thr487p, Ezh2, H3K4me2, H3K4me3, H3K27me3, H3, Mll1, Mll2, and Lsd1 antibodies. The expression of β-Actin was used as the loading control. The results are representative of three independent biological replicates. **(A, B)** Densitometric quantitation of Western blots from panel (A). Data shown are mean ± SD of three biological replicates. Statistical analyses (unpaired *t* test) were made between C versus HG samples and HG versus ST samples using GraphPad Prism Software. Asterisks represent differences being significant (*P < 0.05, **P < 0.01, ***P < 0.001).

**Figure S2.**
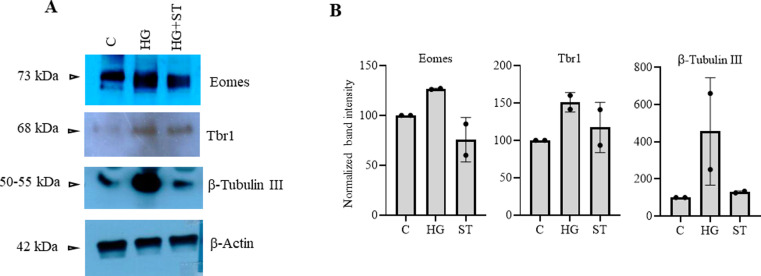
*O*-GlcNAc transferase inhibition restores maternal hyperglycemia-mediated changes in the expression of neuronal markers in developing embryo brains. **(A)** Protein expression analysis by Western blotting was performed on embryo brain cortices from E14.5 of control (C), hyperglycemia (HG), and hyperglycemia treated with *O*-GlcNAc transferase inhibitor ST045849 (ST) rats using anti-Eomes, Tbr1, and β-Tubulin III antibodies. The expression of β-Actin was used as the loading control. The results are representative of two biological replicates. **(A, B)** Densitometric quantitation of Western blots from panel (A).

The striking result, the up-regulation of Ezh2-Thr311 phosphorylation in HG and its reduction due to OGT inhibition, suggests that Ezh2-Thr311 phosphorylation is dependent on *O*-GlcNAcylation. Furthermore, the sensitivity of Mll1 to HG and OGT is also remarkable as increased Mll1 levels due to high glucose could have led to increased H3K4me3 levels on the promoters of neuronal TF genes as observed in ChIP experiments.

## Discussion

Nutrient sensing and signalling pathways regulate normal embryo development by regulating cell fate decisions (Rafalski et al, 2012; Ochocki & Simon, 2013; Folmes & Terzic, 2014). Among other nutrient signalling mechanisms, protein *O*-GlcNAcylation through the action of a pair of enzymes, OGT and OGA, has emerged as a major regulator of nutrient signal transduction (Yang & Qian, 2017; Ong et al, 2018) and epigenetic gene regulation (Lewis & Hanover, 2014; Hardivillé & Hart, 2016). Nutrient abundance, as in conditions of hyperglycemia, is shown to alter cell fate decisions during neurodevelopment by inducing early and increased neuronal differentiation (Gao & Gao, 2007; Ji et al, 2019). Abnormal glucose levels, as in hyperglycemia, also affect global *O*-GlcNAc levels (Ma & Hart, 2013; Peterson & Hart, 2016; Masaki et al, 2020). Therefore, to understand the role of elevated protein *O*-GlcNAc levels on transcriptional/epigenetic gene expression and regulation during embryonic neurogenesis, we have used neuronal differentiation of hESCs as a model. We also extended this study to validate identified *O*-GlcNAc-mediated gene regulatory mechanisms in an in vivo rat model of maternal hyperglycemia (Fig 10). We found that increased *O*-GlcNAc levels de-repress several neurogenic TF genes, particularly on D30 of neural induction of hESCs. Most of these TF genes are reported to have bivalent histone marks, H3K27me3 and H3K4me3 (Albert et al, 2017), in the early stages of neurogenesis. Whole-genome transcriptome analysis during embryonic neurogenesis has been performed in both rodents, human fetal tissues and in vitro models of hPSCs-neurogenesis to identify gene expression profiles of specific stem cell lineages during neurogenesis (Han et al, 2009; van de Leemput et al, 2014; Fan et al, 2018). Moreover, epigenomic profiling has led to the identification of unique cell-type-specific DNA and histone modifications associated with these lineages (Yao et al, 2016; Amiri et al, 2018). During in vitro hESCs’ neurogenesis, pluripotent cells acquire neuroepithelial fate (NECs) by day 5–7, which become NSCs by day 12 (van de Leemput et al, 2014). These NSCs then differentiate into neural progenitor cells (NPCs) and give rise to early-born neurons starting around day 30–35 of neural induction. These early-born neurons are similar to deep layer neurons formed during mammalian in vivo corticogenesis (van de Leemput et al, 2014). These NECs, NSCs, NPCs and early-born neurons temporally express several unique lineage-specific TFs. Many of these proneural and neurogenic, basic helix loop helix TFs along with specific epigenetic mechanisms has been shown to confer cell type specification during neurogenesis (Imayoshi & Kageyama, 2014; Dennis et al, 2019). Histone modifications during neurogenesis constitute a major epigenetic mechanism responsible for cell-type specification (Lomvardas & Maniatis, 2016). H3K27me3, a gene repression mark and H3K4me3, a transcriptional activation mark, are two histone modifications associated with cell fate specification. Interestingly, both H3K27me3 and H3K4me3 are identified together on promoters of many developmental genes in both hESCs and during neurogenesis (Vastenhouw et al, 2010; Vastenhouw & Schier, 2012; Voigt et al, 2013), and such promoters are termed as “bivalent.” It has been proposed that bivalent genes, many of which are stage-specific TF genes, are poised to be activated or silenced during specific stages of development and thus regulate cell fate decisions (Vastenhouw & Schier, 2012). H3K27me3 is deposited by Polycomb group (PcG) complex catalyzed by histone methyltransferase, EZH2. PcG proteins play significant roles during neurogenesis by balancing the self-renewal and differentiation of NPCs (Pereira et al, 2010; Albert et al, 2017). We found EZH2 to be enriched at many genes de-repressed due to increased *O*-GlcNAc levels, including lineage-specific neurogenic TF genes. This prompted us to investigate the role of EZH2 and promoter bivalency on some of these de-repressed TF genes. Although the levels of EZH2 were stable, we found Thr311 phosphorylation of EZH2 to be increased under *O*-GlcNAc elevation in hESCs’ neuronal cell culture and in vivo in the embryo brains of hyperglycemic rats (Fig 10). As reported previously, EZH2-Thr311p suppresses its H3K27 methyltransferase activity but does not inhibit its association with histone, H3 (Wan et al, 2018). Consistent with this, we found a global reduction in H3K27me3 levels at D30–D70 of neural differentiation and reduced H3K27me3 levels on the promoters of neurogenic TF genes under high *O*-GlcNAc conditions in human cells. Similarly, H3K27me3 levels were reduced on the same promoters in embryo brain cortices due to maternal hyperglycemia. Conversely, H3K4me3 was simultaneously up-regulated at these genes. Interestingly, the protein levels of H3K4 methyltransferase, Mll1 were up-regulated due to hyperglycemia in embryo brains and treatment with OGT inhibitor restored Mll1 to normal levels, suggesting that this increased Mll1 could have resulted in H3K4me3 enrichment on the affected gene promoters.

**Figure 10.**
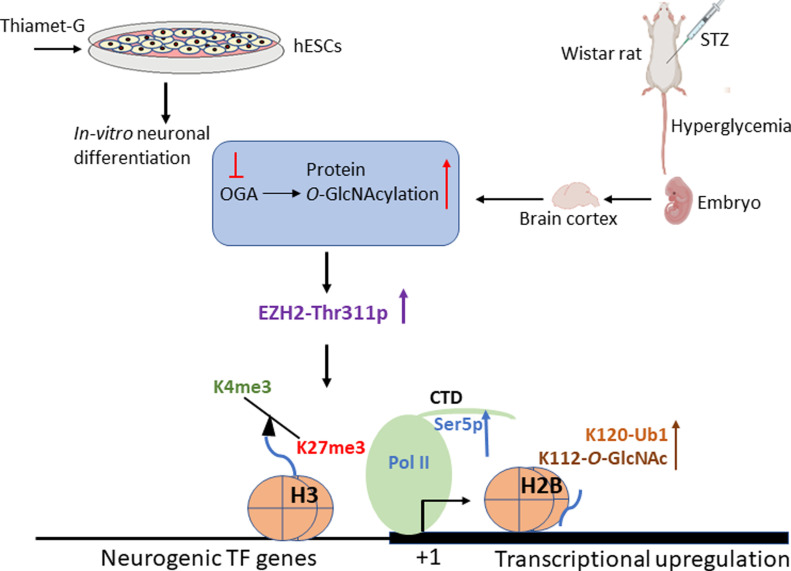
Model connecting hyperglycemia and elevated *O*-GlcNAc levels to epigenetic dysregulation and gene expression changes during in vitro and in vivo embryonic neurogenesis. Based on our findings, pharmacological up-regulation of *O*-GlcNAc levels during human embryonic stem cells’ neuronal differentiation in vitro and maternal hyperglycemia in rats which elevates global *O*-GlcNAc levels in the developing embryo brain cortex leads to increased phosphorylation of EZH2 at Thr311, resulting in decreased H3K27me3 and subsequent transcriptional up-regulation through increased Pol II Ser5-p, H3K4me3, H2BS112-*O-*GlcNAc, and H2BS120-Ub1 levels.

Alternatively, histone H2BK120Ub1 may also have played a role in increased H3K4me3 levels observed in our study. Previous studies have shown a role for H2Bub1 in H3K4me3 at gene promoters (Vitaliano-Prunier et al, 2008; Kim et al, 2009) and H2B *O*-GlcNAcylation at S122 was shown to promote H2BK120Ub1 (Fujiki et al, 2011; Xu et al, 2014). We expected increased H2BS122*O*-GlcNAc levels in TMG-treated cells during neural differentiation due to globally elevated *O*-GlcNAc levels. Surprisingly we found that the levels of H2BS122*O*-GlcNAc were not elevated on the promoters analyzed on D30 of neural differentiation. On the contrary, we found a subtle decrease of H2BS122*O*-GlcNAc in TMG, similar to that observed for un-modified H2B. However, we did find increased H2BK120Ub1 levels in TMG for some of the genes analyzed on D30. On D49, however, we did see increased H2BS122*O*-GlcNAc and H2BK120Ub1 levels in TMG for many of the genes studied. In the embryo brains of hyperglycemic rats, we noticed a more consistent increase in H2BS122*O*-GlcNAc and H2BK120Ub1 levels on the promoters analyzed. This suggests that increased *O*-GlcNAc levels and hyperglycemia may increase H2BS122*O*-GlcNAc and H2BK120Ub1 levels on the gene promoters, resulting in increased H3K4me3 levels observed on these genes. However, it is also possible that H2BS122*O*-GlcNAc and H2BK120Ub1 could be more dynamic or cell type-specific. Because our hESCs’ neuronal cultures and brain cortices used, both have heterogenous cell populations, it will be essential to validate these results in purer populations of cells in future studies. The role of H2BK120Ub1 in transcription elongation is recognized in model organisms, including yeast and human cells (Tanny et al, 2007). In humans, RAD6 and BRE1 homologs are suggested to function as the relevant ubiquitin-conjugating (E2) and ubiquitin ligase (E3) enzymes, respectively (Kim et al, 2009). Both RAD6 and BRE1 are recruited to the promoters and interact with elongating (hyperphosphorylated) Pol II and PAF complex (Xiao et al, 2005). We have also found Pol II-Ser5p levels were consistently elevated on all of the genes analyzed in both TMG-treated cells and in the condition of hyperglycemia. This suggests that Pol II-Ser5p could also modulate H2BK120Ub1 levels, which could then regulate H3K4 trimethylation. Indeed, it is reported that in yeast, loss of C-terminal domain (CTD) of Pol II or inactivation of Kin28, the kinase responsible for Ser5 phosphorylation of Pol II CTD, leads to dramatically reduced levels of H2BK120Ub1 (Xiao et al, 2005). Therefore, both H2BS122*O*-GlcNAc and Pol II-Ser5p could regulate H2BK120Ub1, which could then modulate H3K4methylation, ultimately affecting transcription. However, what could have caused the up-regulation of Pol II-Ser5p levels under higher *O*-GlcNAc or hyperglycemic conditions on the promoters of de-repressed genes? Previous reports suggest that Pol II CTD is *O*-GlcNAcylated (Ranuncolo et al, 2012) and human cell-free transcription assays provide evidence of *O*-GlcNAcylated Pol II on promoters (Lewis et al, 2016). Interestingly, it was reported that CTD of Pol II is *O*-GlcNAcylated on Ser5 and Ser2 and removal of *O*-GlcNAc would be needed for Pol II to enter into transcriptional initiation/elongation. Therefore, in the conditions of excess *O*-GlcNAcylation, increased Pol II *O*-GlcNAcylation could result in reduced transcriptional initiation/elongation. Arguing against this scenario, we found an increase in Pol II-Ser5p levels under high *O*-GlcNAc and hyperglycemic conditions on promoters analyzed by ChIP (Fig 10). Therefore, it will be of interest to know whether antagonism between Pol II CTD *O*-GlcNAcylation and phosphorylation is true on every promoter in vivo or is this mechanism regulated by specific environmental conditions such as stress and/or nutrient abundance/scarcity? In fact, a genome wide study carried out in *Caenorhabditis elegans* does show nutrient dependent role of *O*-GlcNAc in regulating Pol II dynamics and transcriptional regulation (Krause et al, 2018).

In summary, our work has identified specific gene regulatory mechanisms mediated through protein *O*-GlcNAcylation during embryonic neurogenesis. These include its effect on EZH2-Thr311 phosphorylation, Mll1 expression and associated histone modifications, Pol II Ser5 phosphorylation and H2B *O*-GlcNAcylation/mono-ubiquitination. These mechanisms, perturbed due to maternal hyperglycemia and elevated *O*-GlcNAc levels, ultimately result in dysregulation of gene expression. This includes early and increased expression of neurogenic TF genes, which affects cell fate decisions during embryonic neurogenesis. Such mechanisms could be responsible for adverse neurodevelopmental outcomes observed due to maternal hyperglycemia in human epidemiological studies. Therapeutic targeting of OGT could be a novel strategy to overcome the adverse effects of maternal hyperglycemia or similar metabolic perturbations.

## Materials and Methods

### hESC culture and differentiation

Commercially available hESC line, H9 (WA09), was procured from WiCell Institute Madison and used throughout this study. The cells were cultured in feeder-free conditions on Matrigel and differentiated towards cortical neurons exactly as previously reported (Parween et al, 2017; Ardah et al, 2018). Briefly, Matrigel-coated six-well tissue culture plates (P6 plate) (Cat. no. 3516; Corning) were used to culture H9 cells in mTeSR1 medium (Cat. no. 05850; Stem Cell Technologies) until confluent. The cells were then induced towards neural differentiation in neural induction media (KSR and N2) comprising 15% Knockout Serum Replacement (KSR; Cat. no. 10828028; Gibco), 1% L-glutamine (100x-Gibco Cat. no. 25030081), 1%MEM (Cat. no. SH40003.01; Hyclone), and 0.1% β-mercaptoethanol (Cat. no. 31350010; Gibco) in knockout DMEM (Cat. no. 10829018; Gibco) supplemented with LDN193189 (Cat. no. 72142-1mg; Stem Cell Technologies), inhibitor BMP type 1 receptors (100 nM) and SB431542 (Cat. no. 616461-5mg; Millipore), activin receptor inhibitor (10 μM) and N2 media (8.5 mM glucose, 1× N-2 supplement [Cat. no. 17502048; Gibco] in DMEM/F12 [Cat. no. 17330-032, 1:1; Gibco]) for 12 d. After this, KSR and N2 media were replaced with N2/B27 (1:1) medium for cortical neurogenesis for up to 70 d. Both undifferentiated H9 cells and cells during differentiation were consistently treated with *O*-GlcNAcase inhibitor, Thiamet-G (TMG) (Cat. no. 4390-10MG; TOCRIS bioscience) dissolved in DMSO according to manufacturer’s instructions at 40 mM concentration. The working concentration of TMG was kept at 40 μM throughout the study. Treatment with DMSO only was used as a control.

### Generation of hyperglycemia in rat and OGT inhibition

Wistar Rats were used for this study. Weights of the female rats were in the range of 200–240 g, and that of the male rats were 350–400 g for both control and hyperglycaemia groups. Rats were fed ad libitum with normal chow and water throughout the procedure. A 12-h dark and light cycle was maintained. For the control group, males and females were pair-mated and checked for plugs. Once the female rats were pregnant, they were kept in separate cages. For the hyperglycaemia groups, pre-gestational hyperglycaemia was induced in the female rats by intraperitoneal administration of a single bolus of streptozotocin (Cat. no. U-9889 _CAS-18883-66-4; Santa Cruz Biotechnology), 50 mg/kg of body weight (Caluwaerts et al, 2003). On the second day, glucose level was checked with the OneTouch ultra-glucometer, which is a strip-based test by adding one drop of rat blood for quantitative measurement of blood glucose levels. For most rats, the blood glucose levels reached >400 mg/dl (Table S1). Male and female rats were crossed and checked for plugs the next day. Pregnant female rats were kept in separate cages. On days E14.5, E16.5, and E18.5, different sets of control and hyperglycemic group mothers were euthanized by diethyl ether, and frontal lobe cortices of three to four embryos were dissected, pooled, snap-frozen in liquid nitrogen and stored at −80°C until further use. For OGT inhibition, pregnant hyperglycemic animals were injected with OGT inhibitor ST045849 (TimTec; 600–1,000 μg/animal) intraperitoneally from E9.5 to E13.5 as per previous report (Yu et al, 2012). The animals were euthanized at E14.5, and embryos were collected for dissection to remove brain cortices for further experiments, as explained above. All animal experiments were reviewed and approved by the Animal Ethics Committee of the UAE University (Approval numbers, ERA 2220-6057, ERA 2015 -3210).

### Protein extraction and Western blotting

During neural differentiation, the cells were saved at desired stages of differentiation and processed for protein quantification and Western blotting as follows. Cells were washed with 1× D-PBS (Cat. no. 37350; Stem Cell Technologies) gently scraped with a cell scraper (Sarstedt tissue culture scraper, Cat. no. 83.1832), collected in a tube and spun down at 1,200 rpm in a Jouan CR412 centrifuge. The supernatant was discarded, and cells were lysed in 300 μl of 1× RIPA lysis buffer (Cat. no. 9806; Cell Signalling Technologies) containing 0.1% SDS and 1X Halt protease and phosphatase inhibitor cocktail (Cat. no. 1861284; Thermo Fisher Scientific). Cells lysate was incubated on ice for 10–15 min for proper lysis followed by centrifugation at 14,000 rpm in a 5417R Eppendorf centrifuge for 10 min at 4°C. For animal tissues, embryo brain cortices dissected out at desired stages of pregnancy were snap-frozen in liquid nitrogen and stored at −80°C. On the day of protein extraction, ∼100–150 μg of tissue samples were weighed out and lysed in 1× RIPA buffer containing 0.1% SDS and 1X Halt protease and phosphatase inhibitor cocktail (Cat. no. 1861284; Thermo Fisher Scientific) in a glass tube by using Pyrex glass pestle tissue homogenizer and/or ultrasonicator. Tissue lysate was collected in clean tubes and incubated on ice for 10–15 min for complete lysis followed by centrifugation at 8,000 rpm in a 5417R Eppendorf centrifuge for 30 min at 4°C. The whole lysate containing cellular proteins from cells or tissues was transferred in clean tubes. Protein quantification was carried out with Pierce BCA protein assay kit (Cat. no. 23225; Thermo Fisher Scientific) using the Infinite M200Pro multimode microplate reader (Tecan). The quantitated protein was denatured with Nupage 4× loading dye sample buffer (NP0007; Life Technologies) at 70°C for 10 min. The protein sample was aliquoted in small aliquots and stored at −80°C for further use.

The protein concentration was determined and loaded on gel according to the targeted antibody. Approximately 10–40 μg of protein was loaded on 12% or 15% of SDS–PAGE gels or Express plus 4–12% PAGE gels (Cat. no. M41210; GenScript) and electrophoresed in 1× SDS running buffer or 1× MOPS buffer (M00138; GenScript) at 100–120 V. Protein was transferred from the gel on to PVDF Transfer membrane (Cat. no. 88518; Thermo Fisher Scientific) at a constant voltage of 100 V for 1 h at 4°C. After transfer, the membrane was blocked using 5% Blotto, non-fat dry milk (Cat. no. sc-2324; Santa Cruz Biotechnology) or 5% BSA (Cat. no. A7030; Sigma-Aldrich) for 1 h at RT. The membrane was washed with 1× PBST (PBS, containing 0.05% Tween-20). According to the antibody’s datasheet and references, the membrane was incubated overnight (ON) at 4°C in appropriate primary antibodies. After overnight incubation, membranes were washed with 1× PBST and probed with HRP conjugated with appropriate secondary antibodies. The information on antibodies is provided in the list of antibodies in Table S2. For visualization of protein bands, membranes were incubated with super signal West Pico and West Femto maximum sensitivity chemiluminescent substrates (Cat. nos. 34080 and 34096; Thermo Fisher Scientific) as per manufacturer instructions. The membranes were superimposed on UltraCruz autoradiography X-ray films (Cat. no. sc-201697; Santa Cruz Biotechnology), and the films were developed in GBX developer (Cat. no. 515 8613; Carestream) and fixed in GBX fixer (Cat. no. 515 8613; Carestream) solutions. The blots were quantitated using imageJ software.

Table S2 A list of antibodies used in this study.

### ChIP

ChIP was performed as reported previously (Ansari et al, 2014; Ardah et al, 2018) with modifications in the sample lysis step for cells and brain tissues.

Briefly, three wells of differentiating cells from a P6 well plate were pooled and fixed with 1% formaldehyde for 10 min. For animal experiments, 50–80 mg of dissected embryo brain cortices from desired stages of pregnancy was used. The cells/tissues were washed and lysed in cell lysis buffer. The chromatin was sheared by sonication in a Diagenode bioruptor for 10 min at 30 s on/off cycles. The lysate was immunoprecipitated using ChIP grade antibodies. The information on antibodies used is provided in Table S2. ChIP with normal IgG (Cat. no. PP64B; Millipore) was used as the negative control. ChIP’d DNA was recovered and analyzed by RT-qPCR using SYBR Green Real-Time PCR Master Mix (Thermo Fisher Scientific) in a 10-μl reaction volume. Primer sequences used to amplify promoter or coding regions were designed based on the ENCODE ChIP-seq enrichments data obtained from UCSC Genome Browser for specific histone modifications or TFs. The sequences of the primers are provided in Table S3.

Table S3 A list of human (h) and rat (r) specific oligonucleotide sequences used for ChIP-qPCR.

### Immunoprecipitation

Co-immunoprecipitation (Co-IP) experiments were performed using previously published methods (Han et al, 2017). Briefly, the differentiating cells were scraped gently at desired stages of neural differentiation, washed twice with 1× PBS and transferred to clean tubes. Cells were lysed using freshly prepared Co-IP lysis buffer, incubated for 30 min at 4°C on a rotating platform. After incubation, lysates were centrifuged at 12,000 rpm in a 5417R Eppendorf centrifuge for 15 min at 4°C. The supernatant was transferred to a clean tube and placed on ice. Protein concentration was quantified and measured using the bicinchoninic kit (BCA protein assay kit, Cat. no. 23225; Thermo Fisher Scientific). For each IP reaction, 700 μg of protein lysate was mixed with 5 μg of EZH2 antibody. Lysate and antibody complex was incubated overnight at 4°C on a rotating platform. Post overnight incubation, 40 μl of pre-cleared Protein A agarose beads (Cat. no. 16-125; Millipore) were added in a total volume of 500 μl lysate. For negative control, a normal rabbit IgG antibody (Purified Rabbit IgG, Cat. no. PRABP01; Bio-Rad) was added in a volume of 500 μl and incubated for 2 h at 4°C. In addition, 40 μg of total protein was used as input. After incubation, the bead/antibody-protein lysate complex was washed four times with Co-IP buffer. In each wash, beads were mixed gently on a rotating platform for 3 min, the antibody/bead/lysate complex spun down using micro spin, and the supernatant was carefully discarded without disturbing the agarose beads. Beads were resuspended in 40 μl of 2× loading dye sample buffer and denatured at 95°C for 5 min and spun down after elution to separate protein complex from agarose bead. After spin, the protein complex in the supernatant was transferred to a clean tube and stored at −80°C for further use for Western blotting using anti-OGlcNAc or anti-Phospho (Ser/Thr) antibody. The blots were quantitated using imageJ software.

### RNA-sequencing and data analysis

The cells were collected from D0, D12, D30, and D70 following induction of neural differentiation of H9 cells using the neural differentiation protocol as described above. Total RNA was isolated using MasterPure RNA Purification Kit from Epicentre (Cat. no. MCR 85102) according to the manufacturer’s instructions. Libraries were prepared using NEBNext Ultra II RNA Library Prep Kit for Illumina (Cat. no. E7775; NEB) using the manufacturer’s instructions. Briefly, 1 μg of total RNA was used to remove ribosomal RNAs using NEBNext rRNA Depletion Kit v2 (Human/Mouse/Rat) (E7400L) and purified using AMPure XP beads from Beckman Coulter. Libraries were prepared on the resulting RNA samples, which included RNA fragmentation, cDNA synthesis, adapter ligation and purification as per instructions from the kit. Adapter ligated cDNA was PCR amplified using NEBNext Multiplex Oligos for Illumina (E6440S) using unique combinations of i5 and i7 index primers for multiplexing. The libraries were finally purified using AMPure XP beads and proceeded for QC analysis and sequencing. Sequencing was performed at the Genomics Core Facility, The Wistar Institute, Philadelphia, PA on Illumina Next-Generation Sequencer (NextSeq 500), followed by bioinformatic analysis.

RNA-seq data were aligned using bowtie2 (Langmead & Salzberg, 2012) algorithm against hg19 human genome version, and RSEM v1.2.12 software (Li & Dewey, 2011) was used to estimate read counts and FPKM values using gene information from Ensemble transcriptome version GRCh37.p13. Raw counts were used to estimate the significance of differential expression difference between experimental groups using DESeq2 (Love et al, 2014). Overall gene expression changes were considered significant if passed false discovery rate < 5% unless stated otherwise. Gene set enrichment analysis was carried out using QIAGEN’s Ingenuity Pathway Analysis software (IPA, QIAGEN Redwood City, www.qiagen.com/ingenuity) using “Canonical pathways,” “Diseases &Functions,” and “Upstream Regulators” options. Expression heat maps were generated using DESeq2 normalized count values. The significance of the overlap between stages was tested using Fisher’s exact test. Hierarchical clustering was performed using Euclidean distance to visualize the expression of genes across groups that were significant in at least one inter-stage comparison with false discovery rate < 5%.

### Statistical analysis

Differentiation of hESCs into cortical neurons after treatment with TMG and solvent control was performed at least three to four times. Unless indicated otherwise, each experiment was repeated with three biological replicates and three technical replicates (real time PCR reaction) of each biological replicate for each stage of differentiation as indicated. RNA-seq experiment was performed on two biological replicates from all four stages of differentiation. Except for RNA-seq data, the results shown are mean of three biological replicates ± SD. Statistical analyses (unpaired *t* test) were made between control and treated samples individually at each time point of differentiation or developmental stage using GraphPad Prism Software. Asterisks represent differences being significant (*P < 0.05, **P < 0.01, ***P < 0.001).

## Data Availability

Raw and processed RNA-seq data were deposited to the NCBI GEO database under accession number GSE169649.

### Ethics approval and consent to participate

All animal experiments were reviewed and approved by the Animal Ethics Committee of the UAE University (Approval numbers, ERA 2220-6057, ERA 2015-3210).

### Consent for publication

All authors read and corrected the manuscript and approved its final content for publication.

## Supplementary Material

Reviewer comments

## References

[bib1] Albert M, Kalebic N, Florio M, Lakshmanaperumal N, Haffner C, Brandl H, Henry I, Huttner WB (2017) Epigenome profiling and editing of neocortical progenitor cells during development. EMBO J 36: 2642–2658. 10.15252/embj.20179676428765163PMC5579386

[bib2] Amiri A, Coppola G, Scuderi S, Wu F, Roychowdhury T, Liu F, Pochareddy S, Shin Y, Safi A, Song L, (2018) Transcriptome and epigenome landscape of human cortical development modeled in organoids. Science 362: eaat6720. 10.1126/science.aat672030545853PMC6426303

[bib3] Ansari SA, Paul E, Sommer S, Lieleg C, He Q, Daly AZ, Rode KA, Barber WT, Ellis LC, LaPorta E, (2014) Mediator, TATA-binding protein, and RNA polymerase II contribute to low histone occupancy at active gene promoters in yeast. J Biol Chem 289: 14981–14995. 10.1074/jbc.M113.52935424727477PMC4031549

[bib4] Ardah MT, Parween S, Varghese DS, Emerald BS, Ansari SA (2018) Saturated fatty acid alters embryonic cortical neurogenesis through modulation of gene expression in neural stem cells. J Nutr Biochem 62: 230–246. 10.1016/j.jnutbio.2018.09.00630317068

[bib5] Butkinaree C, Park K, Hart GW (2010) O-linked beta-N-acetylglucosamine (O-GlcNAc): Extensive crosstalk with phosphorylation to regulate signaling and transcription in response to nutrients and stress. Biochim Biophys Acta 1800: 96–106. 10.1016/j.bbagen.2009.07.01819647786PMC2815129

[bib6] Caluwaerts S, Holemans K, van Bree R, Verhaeghe J, Van Assche FA (2003) Is low-dose streptozotocin in rats an adequate model for gestational diabetes mellitus? J Soc Gynecol Investig 10: 216–221. 10.1016/s1071-5576(03)00044-312759150

[bib7] Chambers SM, Fasano CA, Papapetrou EP, Tomishima M, Sadelain M, Studer L (2009) Highly efficient neural conversion of human ES and iPS cells by dual inhibition of SMAD signaling. Nat Biotechnol 27: 275–280. 10.1038/nbt.152919252484PMC2756723

[bib8] Chen S, Zhao S, Dalman C, Karlsson H, Gardner R (2021) Association of maternal diabetes with neurodevelopmental disorders: Autism spectrum disorders, attention-deficit/hyperactivity disorder and intellectual disability. Int J Epidemiol 50: 459–474. 10.1093/ije/dyaa21233221916PMC8128461

[bib9] Chu CS, Lo PW, Yeh YH, Hsu PH, Peng SH, Teng YC, Kang ML, Wong CH, Juan LJ (2014) O-GlcNAcylation regulates EZH2 protein stability and function. Proc Natl Acad Sci USA 111: 1355–1360. 10.1073/pnas.132322611124474760PMC3910655

[bib10] Copeland RJ, Han G, Hart GW (2013) O-GlcNAcomics--Revealing roles of O-GlcNAcylation in disease mechanisms and development of potential diagnostics. Proteomics Clin Appl 7: 597–606. 10.1002/prca.20130000123640805PMC3883918

[bib11] Corley M, Kroll KL (2015) The roles and regulation of Polycomb complexes in neural development. Cell Tissue Res 359: 65–85. 10.1007/s00441-014-2011-925367430PMC4286515

[bib12] Dehennaut V, Leprince D, Lefebvre T (2014) O-GlcNAcylation, an epigenetic mark. Focus on the histone code, TET family proteins, and polycomb group proteins. Front Endocrinol (Lausanne) 5: 155. 10.3389/fendo.2014.0015525309514PMC4176146

[bib13] Dennis DJ, Han S, Schuurmans C (2019) bHLH transcription factors in neural development, disease, and reprogramming. Brain Res 1705: 48–65. 10.1016/j.brainres.2018.03.01329544733

[bib14] Deplus R, Delatte B, Schwinn MK, Defrance M, Méndez J, Murphy N, Dawson MA, Volkmar M, Putmans P, Calonne E, (2013) TET2 and TET3 regulate GlcNAcylation and H3K4 methylation through OGT and SET1/COMPASS. EMBO J 32: 645–655. 10.1038/emboj.2012.35723353889PMC3590984

[bib15] Efeyan A, Comb WC, Sabatini DM (2015) Nutrient-sensing mechanisms and pathways. Nature 517: 302–310. 10.1038/nature1419025592535PMC4313349

[bib16] Fan X, Dong J, Zhong S, Wei Y, Wu Q, Yan L, Yong J, Sun L, Wang X, Zhao Y, (2018) Spatial transcriptomic survey of human embryonic cerebral cortex by single-cell RNA-seq analysis. Cell Res 28: 730–745. 10.1038/s41422-018-0053-329867213PMC6028726

[bib17] Folmes CD, Terzic A (2014) Metabolic determinants of embryonic development and stem cell fate. Reprod Fertil Dev 27: 82–88. 10.1071/RD1438325472047PMC4444364

[bib18] Fujiki R, Hashiba W, Sekine H, Yokoyama A, Chikanishi T, Ito S, Imai Y, Kim J, He HH, Igarashi K, (2011) GlcNAcylation of histone H2B facilitates its monoubiquitination. Nature 480: 557–560. 10.1038/nature1065622121020PMC7289526

[bib19] Gao Q, Gao YM (2007) Hyperglycemic condition disturbs the proliferation and cell death of neural progenitors in mouse embryonic spinal cord. Int J Dev Neurosci 25: 349–357. 10.1016/j.ijdevneu.2007.08.00217888615

[bib20] Han C, Gu Y, Shan H, Mi W, Sun J, Shi M, Zhang X, Lu X, Han F, Gong Q, (2017) O-GlcNAcylation of SIRT1 enhances its deacetylase activity and promotes cytoprotection under stress. Nat Commun 8: 1491. 10.1038/s41467-017-01654-629133780PMC5684413

[bib21] Han X, Wu X, Chung WY, Li T, Nekrutenko A, Altman NS, Chen G, Ma H (2009) Transcriptome of embryonic and neonatal mouse cortex by high-throughput RNA sequencing. Proc Natl Acad Sci USA 106: 12741–12746. 10.1073/pnas.090241710619617558PMC2722358

[bib22] Hanover JA, Krause MW, Love DC (2010) The hexosamine signaling pathway: O-GlcNAc cycling in feast or famine. Biochim Biophys Acta 1800: 80–95. 10.1016/j.bbagen.2009.07.01719647043PMC2815088

[bib23] Hardivillé S, Hart GW (2016) Nutrient regulation of gene expression by O-GlcNAcylation of chromatin. Curr Opin Chem Biol 33: 88–94. 10.1016/j.cbpa.2016.06.00527322399PMC5018426

[bib24] Hart GW (2019) Nutrient regulation of signaling and transcription. J Biol Chem 294: 2211–2231. 10.1074/jbc.AW119.00322630626734PMC6378989

[bib25] Imayoshi I, Kageyama R (2014) bHLH factors in self-renewal, multipotency, and fate choice of neural progenitor cells. Neuron 82: 9–23. 10.1016/j.neuron.2014.03.01824698265

[bib26] Jang H, Kim TW, Yoon S, Choi SY, Kang TW, Kim SY, Kwon YW, Cho EJ, Youn HD (2012) O-GlcNAc regulates pluripotency and reprogramming by directly acting on core components of the pluripotency network. Cell Stem Cell 11: 62–74. 10.1016/j.stem.2012.03.00122608532

[bib27] Ji S, Zhou W, Li X, Liu S, Wang F, Li X, Zhao T, Ji G, Du J, Hao A (2019) Maternal hyperglycemia disturbs neocortical neurogenesis via epigenetic regulation in C57BL/6J mice. Cell Death Dis 10: 211. 10.1038/s41419-019-1438-z30824686PMC6397163

[bib28] Kim G, Cao L, Reece EA, Zhao Z (2017) Impact of protein O-GlcNAcylation on neural tube malformation in diabetic embryopathy. Sci Rep 7: 11107. 10.1038/s41598-017-11655-628894244PMC5593976

[bib29] Kim J, Guermah M, McGinty RK, Lee JS, Tang Z, Milne TA, Shilatifard A, Muir TW, Roeder RG (2009) RAD6-mediated transcription-coupled H2B ubiquitylation directly stimulates H3K4 methylation in human cells. Cell 137: 459–471. 10.1016/j.cell.2009.02.02719410543PMC2678028

[bib30] Kong L, Chen X, Gissler M, Lavebratt C (2020) Relationship of prenatal maternal obesity and diabetes to offspring neurodevelopmental and psychiatric disorders: A narrative review. Int J Obes (Lond) 44: 1981–2000. 10.1038/s41366-020-0609-432494038PMC7508672

[bib31] Krause MW, Love DC, Ghosh SK, Wang P, Yun S, Fukushige T, Hanover JA (2018) Nutrient-driven O-GlcNAcylation at promoters impacts genome-wide RNA Pol II distribution. Front Endocrinol (Lausanne) 9: 521. 10.3389/fendo.2018.0052130250452PMC6139338

[bib32] Langmead B, Salzberg SL (2012) Fast gapped-read alignment with Bowtie 2. Nat Methods 9: 357–359. 10.1038/nmeth.192322388286PMC3322381

[bib33] Lee HK, Lee HS, Moody SA (2014) Neural transcription factors: From embryos to neural stem cells. Mol Cells 37: 705–712. 10.14348/molcells.2014.022725234468PMC4213760

[bib34] Leturcq M, Lefebvre T, Vercoutter-Edouart AS (2017) O-GlcNAcylation and chromatin remodeling in mammals: An up-to-date overview. Biochem Soc Trans 45: 323–338. 10.1042/BST2016038828408473

[bib35] Lewis BA, Burlingame AL, Myers SA (2016) Human RNA polymerase II promoter recruitment in vitro is regulated by O-linked N-acetylglucosaminyltransferase (OGT). J Biol Chem 291: 14056–14061. 10.1074/jbc.M115.68436527129214PMC4933165

[bib36] Lewis BA, Hanover JA (2014) O-GlcNAc and the epigenetic regulation of gene expression. J Biol Chem 289: 34440–34448. 10.1074/jbc.R114.59543925336654PMC4263851

[bib37] Li B, Dewey CN (2011) RSEM: Accurate transcript quantification from RNA-seq data with or without a reference genome. BMC Bioinformatics 12: 323. 10.1186/1471-2105-12-32321816040PMC3163565

[bib38] Lo PW, Shie JJ, Chen CH, Wu CY, Hsu TL, Wong CH (2018) O-GlcNAcylation regulates the stability and enzymatic activity of the histone methyltransferase EZH2. Proc Natl Acad Sci USA 115: 7302–7307. 10.1073/pnas.180185011529941599PMC6048490

[bib39] Lomvardas S, Maniatis T (2016) Histone and DNA modifications as regulators of neuronal development and function. Cold Spring Harb Perspect Biol 8: a024208. 10.1101/cshperspect.a02420827371659PMC4930923

[bib40] Love DC, Hanover JA (2005) The hexosamine signaling pathway: Deciphering the “O-GlcNAc code”. Sci STKE: 2005 re13. 10.1126/stke.3122005re1316317114

[bib41] Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15: 550. 10.1186/s13059-014-0550-825516281PMC4302049

[bib42] Lu C, Thompson CB (2012) Metabolic regulation of epigenetics. Cell Metab 16: 9–17. 10.1016/j.cmet.2012.06.00122768835PMC3392647

[bib43] Ma J, Hart GW (2013) Protein O-GlcNAcylation in diabetes and diabetic complications. Expert Rev Proteomics 10: 365–380. 10.1586/14789450.2013.82053623992419PMC3985334

[bib44] Márquez-Valadez B, Valle-Bautista R, García-López G, Díaz NF, Molina-Hernández A (2018) Maternal diabetes and fetal programming toward neurological diseases: Beyond neural tube defects. Front Endocrinol (Lausanne) 9: 664. 10.3389/fendo.2018.0066430483218PMC6243582

[bib45] Masaki N, Feng B, Bretón-Romero R, Inagaki E, Weisbrod RM, Fetterman JL, Hamburg NM (2020) O-GlcNAcylation mediates glucose-induced alterations in endothelial cell phenotype in human diabetes mellitus. J Am Heart Assoc 9: e014046. 10.1161/JAHA.119.01404632508185PMC7429031

[bib46] Na HJ, Akan I, Abramowitz LK, Hanover JA (2020) Nutrient-driven O-GlcNAcylation controls DNA damage repair signaling and stem/progenitor cell homeostasis. Cell Rep 31: 107632. 10.1016/j.celrep.2020.10763232402277PMC9340802

[bib47] Ochocki JD, Simon MC (2013) Nutrient-sensing pathways and metabolic regulation in stem cells. J Cell Biol 203: 23–33. 10.1083/jcb.20130311024127214PMC3798256

[bib48] Ong Q, Han W, Yang X (2018) O-GlcNAc as an integrator of signaling pathways. Front Endocrinol (Lausanne) 9: 599. 10.3389/fendo.2018.0059930464755PMC6234912

[bib49] Ozsolak F, Song JS, Liu XS, Fisher DE (2007) High-throughput mapping of the chromatin structure of human promoters. Nat Biotechnol 25: 244–248. 10.1038/nbt127917220878

[bib50] Parween S, Varghese DS, Ardah MT, Prabakaran AD, Mensah-Brown E, Emerald BS, Ansari SA (2017) Higher O-GlcNAc levels are associated with defects in progenitor proliferation and premature neuronal differentiation during in-vitro human embryonic cortical neurogenesis. Front Cell Neurosci 11: 415. 10.3389/fncel.2017.0041529311838PMC5742625

[bib51] Pavri R, Zhu B, Li G, Trojer P, Mandal S, Shilatifard A, Reinberg D (2006) Histone H2B monoubiquitination functions cooperatively with FACT to regulate elongation by RNA polymerase II. Cell 125: 703–717. 10.1016/j.cell.2006.04.02916713563

[bib52] Pereira JD, Sansom SN, Smith J, Dobenecker MW, Tarakhovsky A, Livesey FJ (2010) Ezh2, the histone methyltransferase of PRC2, regulates the balance between self-renewal and differentiation in the cerebral cortex. Proc Natl Acad Sci USA 107: 15957–15962. 10.1073/pnas.100253010720798045PMC2936600

[bib53] Peterson SB, Hart GW (2016) New insights: A role for O-GlcNAcylation in diabetic complications. Crit Rev Biochem Mol Biol 51: 150–161. 10.3109/10409238.2015.113510226806492

[bib54] Pravata VM, Muha V, Gundogdu M, Ferenbach AT, Kakade PS, Vandadi V, Wilmes AC, Borodkin VS, Joss S, Stavridis MP, (2019) Catalytic deficiency of O-GlcNAc transferase leads to X-linked intellectual disability. Proc Natl Acad Sci USA 116: 14961–14970. 10.1073/pnas.190006511631296563PMC6660750

[bib55] Pravata VM, Omelková M, Stavridis MP, Desbiens CM, Stephen HM, Lefeber DJ, Gecz J, Gundogdu M, Õunap K, Joss S, (2020) An intellectual disability syndrome with single-nucleotide variants in O-GlcNAc transferase. Eur J Hum Genet 28: 706–714. 10.1038/s41431-020-0589-932080367PMC7253464

[bib56] Rafalski VA, Mancini E, Brunet A (2012) Energy metabolism and energy-sensing pathways in mammalian embryonic and adult stem cell fate. J Cell Sci 125: 5597–5608. 10.1242/jcs.11482723420198PMC3575699

[bib57] Ranuncolo SM, Ghosh S, Hanover JA, Hart GW, Lewis BA (2012) Evidence of the involvement of O-GlcNAc-modified human RNA polymerase II CTD in transcription in vitro and in vivo. J Biol Chem 287: 23549–23561. 10.1074/jbc.M111.33091022605332PMC3390630

[bib58] Reid MA, Dai Z, Locasale JW (2017) The impact of cellular metabolism on chromatin dynamics and epigenetics. Nat Cell Biol 19: 1298–1306. 10.1038/ncb362929058720PMC5886854

[bib59] Sakabe K, Wang Z, Hart GW (2010) Beta-N-acetylglucosamine (O-GlcNAc) is part of the histone code. Proc Natl Acad Sci USA 107: 19915–19920. 10.1073/pnas.100902310721045127PMC2993388

[bib60] Sharma U, Rando OJ (2017) Metabolic inputs into the epigenome. Cell Metab 25: 544–558. 10.1016/j.cmet.2017.02.00328273477

[bib61] Sheikh MA, Emerald BS, Ansari SA (2021) Stem cell fate determination through protein O-GlcNAcylation. J Biol Chem 296: 100035. 10.1074/jbc.REV120.01491533154167PMC7948975

[bib62] Tanny JC, Erdjument-Bromage H, Tempst P, Allis CD (2007) Ubiquitylation of histone H2B controls RNA polymerase II transcription elongation independently of histone H3 methylation. Genes Dev 21: 835–847. 10.1101/gad.151620717374714PMC1838534

[bib63] van de Leemput J, Boles NC, Kiehl TR, Corneo B, Lederman P, Menon V, Lee C, Martinez RA, Levi BP, Thompson CL, (2014) CORTECON: A temporal transcriptome analysis of in vitro human cerebral cortex development from human embryonic stem cells. Neuron 83: 51–68. 10.1016/j.neuron.2014.05.01324991954

[bib64] Vasconcelos-Dos-Santos A, de Queiroz RM, da Costa Rodrigues B, Todeschini AR, Dias WB (2018) Hyperglycemia and aberrant O-GlcNAcylation: Contributions to tumor progression. J Bioenerg Biomembr 50: 175–187. 10.1007/s10863-017-9740-x29322286

[bib65] Vastenhouw NL, Schier AF (2012) Bivalent histone modifications in early embryogenesis. Curr Opin Cell Biol 24: 374–386. 10.1016/j.ceb.2012.03.00922513113PMC3372573

[bib66] Vastenhouw NL, Zhang Y, Woods IG, Imam F, Regev A, Liu XS, Rinn J, Schier AF (2010) Chromatin signature of embryonic pluripotency is established during genome activation. Nature 464: 922–926. 10.1038/nature0886620336069PMC2874748

[bib67] Vella P, Scelfo A, Jammula S, Chiacchiera F, Williams K, Cuomo A, Roberto A, Christensen J, Bonaldi T, Helin K, (2013) Tet proteins connect the O-linked N-acetylglucosamine transferase Ogt to chromatin in embryonic stem cells. Mol Cell 49: 645–656. 10.1016/j.molcel.2012.12.01923352454

[bib68] Vitaliano-Prunier A, Menant A, Hobeika M, Géli V, Gwizdek C, Dargemont C (2008) Ubiquitylation of the COMPASS component Swd2 links H2B ubiquitylation to H3K4 trimethylation. Nat Cell Biol 10: 1365–1371. 10.1038/ncb179618849979

[bib69] Vladar EK, Antic D, Axelrod JD (2009) Planar cell polarity signaling: The developing cell’s compass. Cold Spring Harb Perspect Biol 1: a002964. 10.1101/cshperspect.a00296420066108PMC2773631

[bib70] Voigt P, Tee WW, Reinberg D (2013) A double take on bivalent promoters. Genes Dev 27: 1318–1338. 10.1101/gad.219626.11323788621PMC3701188

[bib71] Wan J, Zhan J, Li S, Ma J, Xu W, Liu C, Xue X, Xie Y, Fang W, Chin YE, (2015) PCAF-primed EZH2 acetylation regulates its stability and promotes lung adenocarcinoma progression. Nucleic Acids Res 43: 3591–3604. 10.1093/nar/gkv23825800736PMC4402543

[bib72] Wan L, Xu K, Wei Y, Zhang J, Han T, Fry C, Zhang Z, Wang YV, Huang L, Yuan M, (2018) Phosphorylation of EZH2 by AMPK suppresses PRC2 methyltransferase activity and oncogenic function. Mol Cell 69: 279–291.e5. 10.1016/j.molcel.2017.12.02429351847PMC5777296

[bib73] Ware M, Hamdi-Rozé H, Le Friec J, David V, Dupé V (2016) Regulation of downstream neuronal genes by proneural transcription factors during initial neurogenesis in the vertebrate brain. Neural Dev 11: 22. 10.1186/s13064-016-0077-727923395PMC5142277

[bib74] Wei Y, Chen YH, Li LY, Lang J, Yeh SP, Shi B, Yang CC, Yang JY, Lin CY, Lai CC, (2011) CDK1-dependent phosphorylation of EZH2 suppresses methylation of H3K27 and promotes osteogenic differentiation of human mesenchymal stem cells. Nat Cell Biol 13: 87–94. 10.1038/ncb213921131960PMC3076036

[bib75] Xiao T, Kao CF, Krogan NJ, Sun ZW, Greenblatt JF, Osley MA, Strahl BD (2005) Histone H2B ubiquitylation is associated with elongating RNA polymerase II. Mol Cell Biol 25: 637–651. 10.1128/MCB.25.2.637-651.200515632065PMC543430

[bib76] Xu Q, Yang C, Du Y, Chen Y, Liu H, Deng M, Zhang H, Zhang L, Liu T, Liu Q, (2014) AMPK regulates histone H2B O-GlcNAcylation. Nucleic Acids Res 42: 5594–5604. 10.1093/nar/gku23624692660PMC4027166

[bib77] Xu W, Wang F, Yu Z, Xin F (2016) Epigenetics and cellular metabolism. Genet Epigenet 8: 43–51. 10.4137/GEG.S3216027695375PMC5038610

[bib78] Yang X, Qian K (2017) Protein O-GlcNAcylation: Emerging mechanisms and functions. Nat Rev Mol Cell Biol 18: 452–465. 10.1038/nrm.2017.2228488703PMC5667541

[bib79] Yang YR, Suh PG (2014) O-GlcNAcylation in cellular functions and human diseases. Adv Biol Regul 54: 68–73. 10.1016/j.jbior.2013.09.00724184094

[bib80] Yao B, Christian KM, He C, Jin P, Ming GL, Song H (2016) Epigenetic mechanisms in neurogenesis. Nat Rev Neurosci 17: 537–549. 10.1038/nrn.2016.7027334043PMC5610421

[bib81] Yu Y, Zhang L, Li X, Run X, Liang Z, Li Y, Liu Y, Lee MH, Grundke-Iqbal I, Iqbal K, (2012) Differential effects of an O-GlcNAcase inhibitor on tau phosphorylation. PLoS One 7: e35277. 10.1371/journal.pone.003527722536363PMC3334936

[bib82] Zeng Y, Qiu R, Yang Y, Gao T, Zheng Y, Huang W, Gao J, Zhang K, Liu R, Wang S, (2019) Regulation of EZH2 by SMYD2-mediated lysine methylation is implicated in tumorigenesis. Cell Rep 29: 1482–1498.e4. 10.1016/j.celrep.2019.10.00431693890

[bib83] Zhang Q, Liu X, Gao W, Li P, Hou J, Li J, Wong J (2014) Differential regulation of the ten-eleven translocation (TET) family of dioxygenases by O-linked β-N-acetylglucosamine transferase (OGT). J Biol Chem 289: 5986–5996. 10.1074/jbc.M113.52414024394411PMC3937666

[bib84] Zhu B, Zheng Y, Pham AD, Mandal SS, Erdjument-Bromage H, Tempst P, Reinberg D (2005) Monoubiquitination of human histone H2B: The factors involved and their roles in HOX gene regulation. Mol Cell 20: 601–611. 10.1016/j.molcel.2005.09.02516307923

# Supplementary material for: Nutrient sensitive protein O-GlcNAcylation modulates the transcriptome through epigenetic mechanisms during embryonic neurogenesis
**Source:** Life Sci Alliance. 2022 Apr 25;5(8):e202201385. doi: 10.26508/lsa.202201385
**Supplement:** Supplementary file 5

**Supplementary table 1.** Blood glucose levels were analyzed in control and animals treated with streptozotocin.

| **Control group** | **Glucose level (mg/dL)** | **Hyperglycemia group** | **Glucose level (mg/dL)** |
| --- | --- | --- | --- |
| E14.5_R1 | 129 | E14.5_R1 | 597 |
| E14.5_R2 | 109 | E14.5_R2 | 427 |
| E14.5_R3 | 95 | E14.5_R3 | 481 |
| E14.5_R4 | 116 | E14.5_R4 | 461 |
| E16.5_R1 | 84 | E16.5_R1 | 600 |
| E16.5_R2 | 114 | E16.5_R2 | 440 |
| E16.5_R3 | 95 | E16.5_R3 | 511 |
| E18.5_R1 | 76 | E18.5_R1 | 479 |
| E18.5_R2 | 113 | E18.5_R2 | 528 |
| E18.5_R3 | 121 | E18.5_R3 | 455 |
| E18.5_R4 | 105 |  |  |
| E18.5_R5 | 118 |  |  |
| E18.5_R6 | 104 |  |  |

# Supplementary material for: Nutrient sensitive protein O-GlcNAcylation modulates the transcriptome through epigenetic mechanisms during embryonic neurogenesis
**Source:** Life Sci Alliance. 2022 Apr 25;5(8):e202201385. doi: 10.26508/lsa.202201385
**Supplement:** Supplementary file 6

**Supplementary table 2:** A list of antibodies used in this study.

| **Antibody** | **Source** | **Catalog No.** |  |
| --- | --- | --- | --- |
| Anti-phospho-Ser/Thr-Pro MPM-2 Antibody | Millipore | 05-368 |  |
| EzH2 polyclonal antibody | Protintech | 21800-1-AP |  |
| Monoclonal Anti-β-Tubulin Isotype III antibody produced in mouse | Sigma-Aldrich | T-5076 |  |
| Purified anti-PAX-6 | Biolegend | 901301 |  |
| Anti-Tbr1 Antibody | Millipore | AB2261 |  |
| GAPDH (14C10) Rabbit mAb | Cell Signaling Technology | 2118 |  |
| Anti O-Linked N-Acetylglucosamine antibody [RL2] | | Abcam | ab2739 |
| Anti-PCNA antibody | | Abcam | Ab18197 |
| β-Actin Antibody (C4) | | Santa Cruz Biotechnology | sc-47778 |
| Ubiquityl-Histone H2B (Lys120) (D11) Monoclonal Antibody | | Cell Signaling Technology | 5546 |
| Anti-Histone H2B antibody-ChIP grade | | Abcam | Ab1790 |
| Anti-Histone H2B (GlcNAc S112) antibody | | Abcam | Ab130951 |
| Anti-Ubiquityl-Histone H2B antibody, clone 56 | | Millipore | 05-1312 |
| Anti-Histone H3 antibody | | Abcam | ab1791 |
| H3K4me3 Antibody-ChIP-seq Grade | | Diagenode | C15200152 |
| Histone H3K27ac (Acetyl H3K27) Polyclonal antibody | | Epigentek | A-4708 |
| Histone H3K27me3 (H3K27 Trimethyl) Polyclonal antibody | | Epigentek | A-4039 |
| Go-ChIP-Grade™ Purified anti-RNA Polymerase II RPB1 Antibody (8WG16) | | BioLegend | 664912 |
| Anti-RNA polymerase II subunit B1(phosphor CTD Ser-5) clone 3E8 | | Millipore | 04-1572 |
| Anti-MLL2 (C-Term) Antibody | | Millipore | ABE206 |
| MLL1 Antibody | | Bethyl Laboratories | A300-086A |
| H3K4me2 Monoclonal Antibody | | Diagenode | C15200151 |
| Phospho-EZH2 (Thr311) Antibody | | Cell Signaling Technology | 27888 |
| Phospho-EZH2 (Thr487) Polyclonal Antibody | | Invitrogen | PA5-105660 |
| LSD1 Antibody | | Cell Signaling Technology | 2139 |
| Purified polyclonal Rabbit IgG | | BioRad | PRABP01 |
| Peroxidase AffiniPure Goat Anti-Mouse IgG, Fcγ Subclass 2a Specific | | Jackson Immuno Research | 115-035-207 |
| Peroxidase AffiniPure Goat Anti-Mouse IgG (H+L) | | Jackson Immuno Research | 115-035-166 |
| Peroxidase AffiniPure Goat Anti-Rabbit IgG (H+L) | | Jackson Immuno Research | 111-035-144 |
| Peroxidase AffiniPure Rabbit Anti-Chicken IgY (IgG) (H+L) | | Jackson Immuno Research | 303-035-003 |

# Supplementary material for: Nutrient sensitive protein O-GlcNAcylation modulates the transcriptome through epigenetic mechanisms during embryonic neurogenesis
**Source:** Life Sci Alliance. 2022 Apr 25;5(8):e202201385. doi: 10.26508/lsa.202201385
**Supplement:** Supplementary file 7

**Supplementary table 3.** A list of human (h) and rat (r) specific oligonucleotide sequences used for ChIP-qPCR.

| **Primer Name** | **5`-3` sequence** |
| --- | --- |
| rTBR1-P-Forward2 | AGTTTTACAGGGCGAGAAGAGG |
| rTBR1-P-Reverse2 | GGTGGAGGAGGGAATTCGATG |
| TrTBR1-S5-Forward2 | GGTCATCACCAACGGAGCTT |
| rTBR1-S5-Reverse2 | TTGGTAGGAGTGGCCGTACT |
| rFOXG1-P-Forward2 | CCCGATTGGTCGACGGCTA |
| rFOXG1-P-Reverse2 | GAGCTACAGGCGCACACTA |
| rTBX3-S5-Forward1 | TTCAAATTGAGGAACGGGTGG |
| rTBX3-S5-Reverse1 | TTTCTCTCTCTTCCCCAGGGTT |
| rNGN2-S5-Forward1 | CAACCGCATGCACAACCTG |
| rNGN2-S5-Reverse1 | GTGAGCGCCCAGATGTAATTG |
| rNEUROD1-P-Forward1 | CTAACTGGCGACAGATGGGC |
| rNEUROD1-P-Reverse1 | CCATATGGTCTTCCCGGTCC |
| rNEUROD1-S5-Forward1 | AACAGGAAGTGGAAACATGACCA |
| rNEUROD1-S5-Reverse1 | AGAACTGAGGCACTCGTCTGTC |
| rEOMES-P-Forward1 | TGACACTTTGGGTCGCTCTC |
| rEOMES-P-Reverse1 | GGGTCTAGTTTGGCAGGTCC |
| rEOMES-S5-Forward1 | CCCAGAATCTCCCAACACCG |
| rEOMES-S5-Reverse1 | GCGTGTTGTTGTTGTTAGCG |
| rFOXP2-P-Forward1 | CGGGGCAGAACAAACAAGTTC |
| rFOXP2-P-Reverse1 | AATCTCGGGCCTTAGAGTCG |
| rFOXP2-S5-Forward1 | ACCCGCAGTTCATCCGTCAG |
| rFOXP2-S5-Reverse1 | CGAACAACACACCCACGATC |

P = promoter; TSS = transcription start site; S5 = 5’ end of gene

How the deposited data were processed for this re-analysis (not part of the article)

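RNA of H9 cells was sequenced on days 0, 12, 30 and 70 of neural differentiation, with 2 DMSO and 2 TMG libraries at each stage. The authors aligned the reads with bowtie2 to hg19 and deposited the estimated counts that RSEM v1.2.12 gave for each Ensembl gene of GRCh37.p13, not normalized and as whole numbers. How the estimates were rounded is not stated. The counts cover 57736 genes, of which 14593 have no count in any library. Names were assigned to 55501 genes; the 2235 genes without one took between 4.34% and 11.10% of a library's counts, and for 1890 genes another gene with more counts holds the same name. Libraries were grouped by their titles. For 8 libraries a separate treatment tag goes against the title.

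Library totals ranged from 10334908 to 19836878 counts, and the 2 TMG libraries of D30 had 10334908 and 11058603. Between replicates, the chi-square per degree of freedom of the counts was between 25.55 for TMG on D0 and 158.8 for TMG on D70, where counting error alone gives 1, so the spread between cultures and not depth sets the precision for all but genes with few counts.

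Tests of TMG against DMSO used edgeR 4.0.16 (estimateDisp, robust quasi-likelihood fit and F-test) with TMM normalization. Genes were kept by filterByExpr over the 8 groups at its minimum count of 10 and minimum total count of 15, which left 24249. One mean was fitted for each of 8 groups over 16 libraries, with 8 residual degrees of freedom. P-values were adjusted by Benjamini-Hochberg within each comparison at a false discovery rate of 5%. Standard errors were taken from the log2 fold change and its F statistic. Overlaps used a one-sided Fisher's exact test on the genes tested. Genes changed between stages passed in at least 1 of 6 pairs of stages within DMSO or within TMG. Their group means of log2 CPM (prior count 2), scaled for each gene, were clustered by Ward linkage on Euclidean distance into 4 clusters. Classes of genes by the stage of their highest DMSO mean have no p-value. Sets of genes were tested with fry in limma 3.58.1, adjusted over 14 lists and 4 stages. Other tools were DESeq2 1.42.0, R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Each test was run on simulated counts with replicates drawn independently, in which 200 genes of D30 were changed 4-fold and no gene at the other stages. edgeR on 16 libraries recovered 59 of the changed genes and called 2 unchanged genes on D30 and 543 on D70. With the replicate number as a block it recovered 0 and called 0 and 202, and on 4 libraries it recovered 108 and called 15 and 1. DESeq2 on 16 libraries recovered 112 and called 17 and 1513, on 4 libraries 141 with 33 and 110, and on 4 libraries with the block 127 with 18 and 174. The differences between replicates of D70 correlated between arms at 0.607, so the simulated numbers for D70 do not describe the data of that stage.

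Genes are named by a rule that covers every gene the paper's text names in its RNA-seq results and lists fixed beforehand, and every gene at an unadjusted p under 0.05 at all 4 stages if there are 5 or fewer, which added ATP6AP1L. It would also have added the 3 genes with the largest rise and the 3 with the largest fall past the threshold at each stage, of which there were none by edgeR. Single results of 2 genes under this rule are not reported here. The fold changes printed in the paper's supplements had been seen when the rule was written. XIST was named after its values were seen, and COL1A1 and COL3A1 were singled out from the mesenchyme list after theirs were. The lists of neuronal differentiation factors, proliferation factors, pluripotency genes, neuronal markers, stage genes and genes taken to ChIP come from the paper, which chose them on the same libraries, so tests on them are not independent evidence, and several genes are in more than 1 list. Cholesterol, glycolysis, undifferentiated stem cell, pan-neuronal, cell cycle, forebrain, midbrain and hindbrain, dorsal and neural crest, mesenchyme and hypoxia lists were written from general knowledge. Stage genes, genes taken to ChIP and enzymes were not tested as sets. Of the stage genes, 3 of 18 passed on D30 when adjusted over the list alone by edgeR, and of 7 enzymes 1, OGT, with 0 over all genes in each list. In 9 of 56 set tests the test's direction, the median and the mean differed in sign, each with an adjusted p of 0.991 by fry.

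Alternatives were DESeq2, RLE normalization, no filter, the replicate number as a block, fits of the 4 libraries of a stage, each library left out in turn, other linkages and classes taken from 1 control replicate. Pathway, disease and upstream regulator analyses of the paper were not repeated, and its supplementary list for D12 was not used here.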

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

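The tests of the difference between D30 and D70 for lists, and of the replicates' makeup, were chosen after the result was seen; the other tests here were planned.

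Cholesterol genes moved in opposite directions at the later stages. The mean log2 CPM of 20 genes was 0.59 lower in TMG on D30 and 0.39 higher on D70, a difference of 0.98. Both TMG libraries lay below both controls on D30 and above both on D70. The D70 means were 5.52 and 5.09 log2 CPM in DMSO and 5.57 and 5.82 in TMG replicates 1 and 2. The separation on D70 is therefore narrow, and the rise is small against DMSO replicate 1. The difference between the stages had a median of 1.038 and was positive in 19 of 20 genes. Its adjusted p was 0.172 over 14 lists by limma's fry test, so it did not pass. GC content or gene length bias is argued against, since the largest rank correlation of either with the effect on D30 was 0.0764. A change in cell type makeup cannot be told apart from an effect of TMG, because the regional lists on D30 had a lowest adjusted p of 0.358 by fry and the cultures of an arm are confounded with it. An effect of O-GlcNAc that changes with the stage stays open.

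Genes outside those the paper discusses were higher in TMG on D30. The mean log2 CPM was 1.14 higher for 13 pan-neuronal genes (11 higher, median log2 fold change 1.41), 1.75 higher for 12 dorsal and neural crest genes (11 higher, median 1.97) and 2.51 higher for 10 mesenchyme genes (10 higher, median 3.04). Both TMG libraries lay above both controls in each list. By fry the adjusted p-values were 0.575, 0.358 and 0.575, and by edgeR 2, 2 and 0 genes passed when adjusted over the list alone, with 0 over all genes and 5, 4 and 3 at an unadjusted p under 0.05. The mesenchyme list had means of 6.32 and 9.58 log2 CPM in TMG replicates 1 and 2 and 4.61 and 6.27 in DMSO replicates 1 and 2, so it was higher in TMG for both replicate numbers. With the replicate number as a block its adjusted p by fry was 0.149, and with a library of D30 left out it ranged from 0.227 to 0.977. Without TMG replicate 2 its median was 0.527 with 6 of 10 genes higher, and those of the pan-neuronal and crest lists were 0.841 and 1.13. Mesenchyme genes were lower in replicate 1 than in replicate 2 in DMSO and in TMG on D12 (medians -0.58 and -0.8), D30 (-1.71 and -2.79) and D70 (-3.62 and -4.13), but not on D0 (-0.95 and 0.05). Whether the mesenchyme difference rests on that library depends on whether replicates with the same number belong together, with which the values from D12 to D70 agree and which no source states.

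Gain or loss of a chromosome is argued against, as the largest departure of a chromosome's median on D30 was -0.127. Library size differed, since the TMG libraries of D30 and DMSO replicate 1 were the smallest, at 10334908, 11058603 and 10843196 counts. Without DMSO replicate 2, at 19836878 counts, the medians of the pan-neuronal, crest and mesenchyme lists were 1.58, 2.62 and 4.01. A candidate explanation is a different share of mesenchymal or crest cells in the TMG cultures. The lowest adjusted p of the regional lists by fry, 0.358, is that of the crest list itself. It restates the rise, so it cannot test this explanation, which stays open. A single culture with more such cells, and an effect of TMG on cell fate, cannot be told apart with 2 cultures in each arm.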

How the results depend on the processing

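The DESeq2 fit of 4 libraries with the replicate number as a block, the overlaps by DESeq2 on 4 libraries, and the crossed classes within replicate numbers, were tests chosen after the result was seen; the main test, its threshold and the other alternatives were set before the data were examined.

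The number of genes passing a false discovery rate of 5% depended on the tool. edgeR gave 0 on D0, D12, D30 and D70 with TMM, with RLE and on the 4 libraries of a stage. Without the filter it gave 1, 0, 21 and 3. DESeq2 on 16 libraries gave 5, 11, 587 and 52, and on 4 libraries 6, 116, 518 and 3. Leaving out a library gave 0 on D0 and D12, between 0 and 217 on D30 (217 without TMG replicate 1), and between 0 and 801 on D70 (801 without TMG replicate 1, 12 without DMSO replicate 1, 3 without TMG replicate 2). When 1 library is left out, the lone library of that arm is assumed to vary like the other groups.

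At an unadjusted p under 0.05, edgeR gave 306, 601, 2908 and 1332. Fits of 4 libraries gave 1032, 1312 and 163 on D0, D12 and D70, and DESeq2 on 4 libraries 1066 on D12 and 351 on D70. Leaving out a library gave 130 (TMG replicate 1) to 810 (DMSO replicate 1) on D0, 311 (DMSO replicate 1) to 689 (TMG replicate 1) on D12 with 376 without TMG replicate 2, 1076 (TMG replicate 2) to 4315 (TMG replicate 1) on D30 with 1546 without DMSO replicate 1, and 1400 (TMG replicate 2) to 5096 (TMG replicate 1) on D70 with 2482 without DMSO replicate 2. On D70, RLE gave 52.3% of these genes higher and TMM 47.5%. Genes whose effect differed between D30 and D70 numbered 0 by edgeR (977 at an unadjusted p under 0.05), 3 without the filter, 21 by DESeq2, and 0 to 385 with a library left out (385 without D70 TMG replicate 1, and 6 without D30 TMG replicate 1 or D70 DMSO replicate 1).

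The overlap of D12 and D30 was 211 genes, 0 for lists at a false discovery rate of 5% and 358 in fits of 4 libraries. It was 104 without D12 DMSO replicate 1, 117 without D12 TMG replicate 2, 138 without either DMSO library of D30, 130 without D30 TMG replicate 2, and at most 272. That of D30 and D70 was 337, then 0 and 70, with 184 without D30 TMG replicate 2, 207 without D30 DMSO replicate 1 and 947 without D70 TMG replicate 1. By DESeq2 on 4 libraries the overlaps were 373 and 119, and with the block 469 and 340. The cause was not tested.

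The replicate number as a block gave 0, 0, 233 and 1 genes by edgeR, 615, 1476, 4877 and 2899 at an unadjusted p under 0.05, and overlaps of 655 and 985. DESeq2 on 4 libraries with the block gave 8, 228, 811 and 103, and 1191 at an unadjusted p under 0.05 on D12. The differences between replicates 1 and 2 in DMSO and in TMG correlated at 0.0453, 0.367, 0.223 and 0.607 from D0 to D70. The block brought 3 of the 78 gene values past the threshold (on D30 POU5F1 at a log2 fold change of 4.54, CHGA at 5.04 and ATP6AP1L at -2.12, by edgeR) and changed no other call of a named gene or list.

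Genes changed between stages fell from 12656 to 5614 with consecutive stages only. Clusters depended on linkage: on D12, 2463 genes became 1169 with complete linkage, 837 with average linkage and 0 at 2-fold or more; on D30, 0 became 4446, 16 and 2636; on D70, complete linkage gave 0. Without replicate 1 or 2, clusters held 6399 and 6368 genes on D0, 0 and 2062 on D12, 2071 and 0 on D30, and 4186 and 4226 on D70. Ward clusters give no value for a D30 class. The D70 class on D30 had 0.159 from Ward clusters and 0.198 crossed within numbers, and 0.173 (without TMG replicate 2) to 0.437 (without DMSO replicate 2) with a library left out. The D30 class had -0.697 (without TMG replicate 1) to -0.218 (without TMG replicate 2). The D70 class on D70 was 0.0962 in crossed classes and -0.033 crossed within numbers, and between -0.351 (without DMSO replicate 2) and -0.0583, with -0.213 without TMG replicate 1. The D0 class was 0.0142 without the filter, 0.0346 and 0.0336 in crossed classes, and -0.00731 to 0.0118 (without TMG replicate 1). The D12 class was -0.0308 in crossed classes and -0.066 crossed within numbers, and between -0.247 (without DMSO replicate 2) and -0.0763, with -0.244 without TMG replicate 1.

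Under camera with a preset correlation of 0.01, 21 of 56 set tests passed, among them neuronal factors (adjusted p 0.000574), proliferation factors (0.0259), pluripotency genes (3.61e-06), markers (3.38e-05) and cholesterol (3.61e-06) on D30 and glycolysis (2.05e-08) on D70, by limma. Under fry and under camera with an estimated correlation 0 passed, with 7 at an unadjusted p under 0.05 by fry. With a library left out, the adjusted p by fry ranged over 0.319 to 0.861, 0.517 to 0.96, 0.0658 to 0.302, 0.0658 to 0.476, 0.488 to 0.977 and 0.105 to 0.608 in that order, and 0.237 to 0.999 for pluripotency genes on D70.

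Of 78 gene values, 11 changed sign under an alternative. With a library left out they ranged over -0.07 to 0.04 (with 0.02) for POU5F1 on D0, -0.27 to 0.4 (with -0.25) for OTX1, -0.63 to 0.23 (with 0.06) for PAX6, -0.22 to 1.62 for MYC, -0.12 to 0.39 for MYCL, -0.15 to 0.02 for NOTCH3 and -0.03 to 0.32 for OGA on D30, and -0.55 to 4.74 (with -0.15) for POU5F1, -1.11 to 1.73 for KLF4, -2.15 to 2.21 (with 0.79) for KLF2 and -0.94 to 0.46 (with 0.1) for MYCN on D70. KLF2 was 0.0 with DESeq2 and RLE. DESeq2 brought 10 values past the threshold and left 67 on the same side; RLE left 77, fits of 4 libraries 76, and leaving out a library 294 of those run.

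Depth limits genes with few counts, such as NEUROD6 on D30 with 2 counts in DMSO.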

Differences from the paper's values

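The DESeq2 fit of 4 libraries with the replicate number as a block, and the overlaps by DESeq2 on 4 libraries, were tests chosen after the values were seen; the other settings were set before the data were examined. A count is taken to fall within the paper's where the larger is at most 1.5 times the smaller, and a log2 fold change where the difference is at most its standard error. The copy of the paper's list for D30 used here is shortened.

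The paper states 718 genes in its cluster of D12 and 1608 in its cluster-3, which is taken here for that of D30. The clusters of D12 and D30 here held 2463 and 0 genes. Average linkage, with 837, was the setting under which the former falls within the paper's, and leaving out replicate 1, with 2071, the setting under which the latter does. Complete linkage (1169 and 4446), 2-fold or more (0 and 2636) and leaving out replicate 2 (2062 and 0) did not reach either, and average linkage gave 16 on D30.

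Genes past a false discovery rate of 5% were about 6 on D0, about 230 on D12, about 520 on D30 and about 100 on D70 in Fig. 1C, read by eye, and 0, 0, 0 and 0 here by edgeR, with 306, 601, 2908 and 1332 at an unadjusted p under 0.05. On D0, DESeq2 on 16 libraries (5) and on 4 libraries (6) falls within the paper's, and on D30 so do 587 and 518. On D12 and D70 no setting from before does (DESeq2 gave 11 and 116, and 52 and 3). DESeq2 on 4 libraries with the replicate number as a block, chosen after seeing the values, gave 228 on D12, 103 on D70 and 8 on D0, which fall within the paper's, and 811 on D30, which does not; it drops 190 of 279 genes with a fold printed in the paper's list for D0, 179 of 1480 for D30 and 0 of 618 for D70 at an unadjusted p under 0.05. Without the block, DESeq2 on 4 libraries drops 0, 1 and 508. Only edgeR and DESeq2 on 16 libraries and DESeq2 on 4 libraries with and without the block were compared with these lists; the former drop 228, 504 and 422, and 221, 409 and 373, so none of these 4 settings holds the lists of all 3 stages.

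At an unadjusted p under 0.05, Fig. 1C shows about 1100 genes on D12, read by eye, and edgeR gave 601. Fits of 4 libraries by edgeR (1312) and DESeq2 (1066), and the block by edgeR (1476), fall within the paper's, as does the DESeq2 fit with the block (1191), chosen after seeing the values. On D70 Fig. 1C shows about 770, read by eye, against 1332. Only the DESeq2 fit with the block (966), chosen after seeing the values and dropping 0 of 618 of the paper's genes, falls within it.

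For the overlaps, Fig. 1D shows about 390 genes for D12 and D30 and about 220 for D30 and D70, read by eye, against 211 and 337 here. The threshold printed in the paper's legend for these lists is 0.5, against 0.05 here. Fits of 4 libraries (358) and leaving out D30 TMG replicate 1 (272) fall within the former, as do DESeq2 on 4 libraries (373), chosen after seeing the values and dropping 1 of 1480 of the paper's genes for D30, and DESeq2 on 4 libraries with the block (469), chosen after seeing the values and dropping 179 of 1480. Counting only genes of the same direction (320), RLE (329), no filter (321), and leaving out D30 DMSO replicate 1 (207), DMSO replicate 2 (248) or TMG replicate 2 (184) fall within the latter, and DESeq2 on 4 libraries without (119) and with (340) the block does not.

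Of 39 gene values with a fold in the paper's supplements, 2 differed by more than the standard error here. Wide errors hide other gaps, such as 2.37 in the paper's against 3.7 (standard error 1.56) for NEUROG2 and 2.46 against 3.71 (1.32) for FOXP2. On the log2 scale the paper's fold was 2.93 for NEUROD6 on D30, against 6.44 here; leaving out TMG replicate 2 (3.06) falls within it, as do DESeq2 on 16 libraries (6.9) and leaving out DMSO replicate 1 (5.83), whose errors are wider, and RLE (6.46), the block (6.73) and leaving out DMSO replicate 2 (9.51) or TMG replicate 1 (7.38) do not. For POU5F1 on D30 the paper's was 3.56, against 4.65 here; leaving out DMSO replicate 1 (4.16) falls within it, and DESeq2 (4.66), RLE (4.65), the block (4.54) and the 4 libraries of the stage (4.66) do not.

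The paper states that more genes rose than fell, by at least 2 to 1, at all 4 stages. At an unadjusted p under 0.05 the ratio of higher to lower was 0.41, 1.65, 1.45 and 0.906 by edgeR. At this threshold the ratio reached the paper's on D0 without DMSO replicate 2 (2.02), on D12 by DESeq2 on 4 libraries (2.35) and without TMG replicate 2 (2.76), and on D30 by DESeq2 on 4 libraries (2.14). With at least 2-fold change as well, edgeR on 16 libraries reached it on D30 (2.25) but not on D0 (0.362), D12 (1.74) or D70 (0.972). On D12 the ratio was then 2.08 by edgeR on 4 libraries, 2.19 with the block and 2.33 by DESeq2 on 16 libraries. None of these settings reached it on D0 or D70. At stricter thresholds of 0.02 and 0.01, edgeR on 16 libraries reached it on D12 (2.03 and 2.42) but not on D0 (0.364 and 0.6), D30 (1.54 and 1.59) or D70 (0.828 and 0.717). On the 4 libraries of a stage edgeR gave 0.752 and 0.815 on D0, 2.39 and 3.07 on D12, 2.25 and 2.77 on D30, and 1.26 and 2.0 on D70. Leaving out DMSO replicate 2 of D0 or TMG replicate 2 of D70 also reached it there at 0.01, and leaving out another library of these stages did not. At a false discovery rate of 5%, DESeq2 on 16 libraries had 9 higher and 2 lower on D12, and DESeq2 on 4 libraries 104 and 12 on D12, 431 and 87 on D30 and 2 and 1 on D70, but 2 and 4 on D0. On D30 edgeR had 16 and 5 without the filter, 160 and 73 with the block and 163 and 54 without TMG replicate 1, and on D70 it had 2 and 1 without the filter and 3 and 0 without TMG replicate 2, but 0 and 12 without DMSO replicate 1 and 235 and 566 without TMG replicate 1. DESeq2 on 4 libraries with the block had 161 and 67 on D12, 614 and 197 on D30 and 70 and 33 on D70, but 0 and 8 on D0; it was chosen after seeing the values and drops 190 of 279, 179 of 1480 and 0 of 618 of the paper's genes for D0, D30 and D70.

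The paper places POU3F3 with genes enriched on D70; its control mean was 26.6 CPM on D30 and 21.5 on D70. It states a rise of pluripotency genes on D30 and D70; all 6 had a positive log2 fold change on D30, and on D70 4 did, with -0.04 for KLF2 and -0.07 for MYCN.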

Other observations

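The tests of the classes crossed within replicate numbers, of the D70 replicates' makeup, of the block against the paper's counts and of the spread between replicates by stage were chosen after the result was seen.

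Treatment labels were tested against the paper's printed folds. With libraries grouped by title, the rank correlation of log2 fold changes with the paper's was 0.999 on D0, 0.992 on D30 and 0.907 on D70, and with groups by tag -0.289, 0.658 and 0.655. This shows which grouping the paper used. Whether titles or tags hold the true treatment cannot be told apart from it.

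The fall of D30 genes on D30, -0.402, was -0.289 in crossed classes and -0.302 when crossed within replicate numbers. The standard error of the difference between arms, from the 2 replicates of each, was 0.222. Both crossed values stayed negative but exceed 1 such error by a small margin only. Of the 2 values behind -0.302, which were -0.162 and -0.443, the former lies within it. Regression to the mean as the whole cause of the fall therefore cannot be ruled out. The fall of D70 genes on D70, -0.0727, became 0.0962 in crossed classes and -0.033 when crossed within replicate numbers. The standard error there was 0.0701, so regression to the mean cannot be told apart from an effect. For D70 genes on D30 the crossed value was 0.232, and early expression cannot be told apart from a different makeup of the cultures.

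Of 16 genes of undifferentiated stem cells, 11 were higher in TMG on D30 (median log2 fold change 0.65, or 0.742 with a gene without counts in 1 arm at a floor of 3 counts; adjusted p 0.241 by fry; 4 genes passed by edgeR when adjusted over the list alone and 0 over all genes, with 8 at an unadjusted p under 0.05). Without TMG replicate 2 of D30 the median of the list was 1.02. Its mean log2 CPM on D30 was 0.86 and 0.8 in DMSO and 2.12 and 1.19 in TMG replicates 1 and 2. The rise is therefore smaller in TMG replicate 2. The 5 genes that were above 40 CPM on D0 and under 0.3% of that in D30 controls gained 0.98% to 1.53% of their D0 level in TMG replicate 1 and 0.0% to 1.17% in replicate 2. Of 5 genes with over 3% of the D0 level in D30 controls, 3 were lower in TMG. A few remaining stem cells may explain the former, and cannot be told apart from reactivation of these genes.

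Glycolysis genes fell on D70 together with hypoxia genes (13 of 13 lower, median -0.719, adjusted p 0.123 by fry; 4 genes at an unadjusted p under 0.05 and 0 passing by edgeR). Without DMSO replicate 1 of D70 the median of the hypoxia list was -1.05. Its mean log2 CPM on D70 was 5.84 and 6.43 in DMSO and 5.31 and 5.39 in TMG replicates 1 and 2. The fall is therefore smaller against DMSO replicate 1 alone. Less oxygen shortage in the TMG cultures may explain the fall of both lists, and cannot be told apart from an effect on metabolism. Hypoxia genes on D30 had a median of -0.422 (adjusted p 0.674). Cell cycle genes were higher on D30 in 16 of 16 (median 0.673, adjusted p 0.674) and on D70 in 13 of 16. Their mean log2 CPM on D30 was 4.62 and 4.58 in DMSO and 4.94 and 5.6 in TMG replicates 1 and 2. The rise was therefore smaller in TMG replicate 1. Forebrain genes were lower on D12 (11 of 12, median -1.03) and D30 (10 of 12, -1.17). On D70, 12 of 12 were lower (-1.47, adjusted p 0.396 by fry, with 1 gene passing by edgeR over the list alone). The mean log2 CPM of the list on D70 was 3.53 and 2.06 in DMSO replicates 1 and 2. It was 2.61 and -1.57 in TMG replicates 1 and 2. TMG replicate 1 thus lay between the controls, and the fall lay mainly in TMG replicate 2. Midbrain and hindbrain genes had a median of 0.0994 on D30 (6 of 12 higher). Pan-neuronal genes on D70 had -0.0661. Without TMG replicate 1 of D70, forebrain and pan-neuronal genes passed (adjusted p 0.0252 and 0.0222 by fry, medians -6.88 and -1.52), so both calls depend on that library.

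The spread between replicates was 0.295 on D30 against 0.189 on D0 and 0.238 on D12. A smaller spread is thus argued against as the reason that more genes change on D30 than on D0 and D12. In the fit of 16 libraries, however, a larger spread itself gave more genes at an unadjusted p under 0.05. In simulated counts these were 3.016% of unchanged genes on D30, 1.081% on D0 and 1.25% on D12. The larger spread may therefore account for part of the count of D30. On D70 the spread was 0.616. In fits of the 4 libraries of a stage, a smaller spread on D30 cannot be told apart from a larger effect.

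The D70 replicates differed within both arms. Mesenchyme genes were lower in replicate 1, by a median log2 difference of -3.62 in DMSO and -4.13 in TMG, while forebrain genes were higher by 0.85 and 3.84 and pan-neuronal genes by 0.24 and 2.35. COL1A1 had 2400 and 20400 CPM in DMSO and 1880 and 27700 in TMG, and COL3A1 1280 and 10900, and 720 and 13400. A candidate explanation is a different cell type makeup of the replicate cultures. A block for replicate number in the fit of D70 gave 103 genes by DESeq2, close to the paper's count, while the fit without it gave 3. How many of the 103 genes chance gives is not known. No source states that replicates with the same number were grown together. By the treatment tags, replicate 1 libraries would all be controls and replicate 2 libraries all TMG, so if the tags hold, this difference, and that of XIST, is the treatment effect.

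XIST had 9.51 and 10.0 CPM in the replicate 1 libraries of D70 and 335 and 528 in those of replicate 2. On D30 it had 21.6 and 102 CPM in DMSO and 106 and 990 in TMG replicates 1 and 2. Replicate 1 was thus lower in both arms on D30 too, and both TMG libraries lay above both controls, 1 of them narrowly. On D12 replicate 1 was higher in DMSO (287 against 159) and lower in TMG (192 against 355). Between the replicates of D70, X-linked genes differed from autosomes by 0.0462 in DMSO and 0.104 in TMG. Single autosomes ranged from -0.14 to 0.121 in DMSO and from -0.0792 to 0.0839 in TMG. The DMSO value lay inside its range, while the TMG value lay above its own, the direction that reactivation in replicate 1 predicts. The DMSO arm thus shows no shift of the whole chromosome beyond that of single autosomes. Reactivation stays open in the TMG arm, and a partial one in both arms.

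OGT transcripts were higher in TMG by 0.21, 0.33, 0.64 and 0.40 from D0 to D70 and OGA transcripts by 0.39, 0.22, 0.16 and 0.43 as log2 fold change, with adjusted p-values above the threshold by edgeR.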
